# GH-resistant (Laron) mice: gene therapy with a liver-specific GH receptor causes unbalanced upregulation of female-biased and growth-related genes

**DOI:** 10.3389/fendo.2026.1808977

**Published:** 2026-05-28

**Authors:** Joshua K. Tay, Kian Chuan Sia, Siti Humairah Mohd Rodhi, Shu Uin Gan, Zhen Ying Fu, Maxim Pyatkov, John J. Kopchick, Michael J. Waters, David J. Waxman, Kok-Onn Lee

**Keywords:** adeno-associated virus (AAV), differential gene expression, growth hormone receptor (GHR), IGF-1 signaling, Laron syndrome, oncogenes, RNA-Seq, sex-biased genes

## Abstract

Growth hormone (GH) receptor (GHR) mutations give rise to GH-resistance (Laron syndrome). We previously treated GH-resistant Ghr-/- mice (Laron mice) with adeno-associated virus (AAV) delivering mouse (m)Ghr controlled by a constitutively active liver-specific promoter (HLP). A single injection of AAV-HLP-mGHR resulted in a significant but limited increase in body length and weight, consistent with studies of IGF-1 treatment in humans and mice. Here, we performed RNA-seq on male and female mouse livers comprising the following groups: GHR+/+ (wild-type), GHR-/- (Laron), AAV-HLP-mGHR-treated GHR-/- (treatment group), and AAV-HLP-Luc (Luciferase)-treated GHR-/- (control group). Only four genes showed significant differential expression in GHR -/- mouse liver following Luciferase vector treatment, indicating minimal effect of the AAV-HLP vector. AAV-HLP-mGHR stimulated significant expression changes in 448 genes compared to AAV-HLP-Luc control, substantially fewer than the 2781 genes whose expression was altered in GHR-/- compared to GHR+/+. AAV-HLP-mGHR treatment induced the GH-responsive IGF signaling genes *Igf1* and *Igfals* ~16-fold compared to AAV-HLP-Luc control, but only to 40–45% of GHR+/+ liver levels. The treatment also upregulated a small subset of genes beyond GHR+/+ expression levels (p-adj < 0.05), including the proto-oncogenes *Ascl1*, *Tmprss4*, and others. Finally, genes dysregulated upon GHR loss and upregulated in livers of AAV-HLP-mGHR-treated mice were significantly enriched for sex-biased genes, consistent with the major role of GH and GHR in regulating liver sex differences. While gene replacement therapy is a potential therapy for Laron syndrome, an unregulated constitutively active promoter may drive unexpected and unbalanced changes in liver gene expression that will require monitoring.

## 1 Introduction

Gene replacement therapy aims to treat genetic disorders caused by dysfunctional genes through *in vivo* delivery of a functional genetic sequence (gene or cDNA), thereby enabling expression of a functional gene product. Several gene therapies have already been approved for clinical use (1–3). Successful gene replacement therapy requires two key elements. First, the functional gene must be efficiently delivered to the appropriate target tissue(s). Second, the therapeutic gene sequence must contain regulatory elements, such as promoter and enhancer sequences, that enable expression of the therapeutic RNA and protein in the target tissue. Gene delivery can be achieved using viral vectors, including adenovirus, adeno-associated virus (AAV), or lentivirus, or through non-viral approaches such as liposomal or polysaccharide-based vectors. In most cases, gene therapy vectors utilize constitutively active promoters that lack the complex, multi-layered regulatory mechanisms that typically govern endogenous gene expression.

Patients with growth hormone (GH) resistance caused by defects in the growth hormone receptor (GHR), a condition known as Laron syndrome, have a rare genetic disorder characterized by dwarfism and severe postnatal growth failure (4). These defects in GHR interfere with GH binding to its receptor and/or downstream signaling events (5), resulting in reduced hepatic production of insulin-like growth factor 1 (IGF1), the primary mediator of postnatal growth (6). In addition, GH regulates the cell surface levels of GHR through negative feedback mechanisms involving SOCS family proteins that target GHR for ubiquitin-dependent degradation (7, 8). This GH-mediated downregulation of GHR signaling has stimulated efforts to develop GHR superagonists with prolonged activity to partially offset receptor turnover and increase signaling output (9).

Patients with Laron syndrome are currently treated with recombinant IGF1 administered either once daily (10) or twice daily (11–13). IGF1 may also be co-administered with insulin-like growth factor–binding protein 3 (IGFBP3) to prolong its biological activity (14–16). Although these treatments stimulate increases in height and body weight, overall growth responses remain limited, even in patients who initiate therapy early in life (17, 18). Consistent with these clinical observations, we previously reported similar outcomes in a mouse model of GH resistance and IGF1 deficiency (Laron syndrome, OMIM #262500) (4), caused by functional loss of the GHR, following a single administration of an AAV vector expressing mouse GHR (AAV-HLP-mGHR) (19).

The vector used in those studies, AAV-HLP-mGHR, a highly efficient 251-bp synthetic liver-specific promoter (‘HLP promoter’) composed of a 34-bp core enhancer from the human apolipoprotein E hepatic control region and a modified 217-bp human alpha-1-antitrypsin gene promoter, in which the distal X and proximal A+B regulatory domains were joined (20, 21). This promoter has been widely employed in both preclinical (22–25) and clinical (26–28) studies for liver-targeted gene therapy. Hepatic expression of functional mGHR increased circulating levels of IGF1, IGFBP3, and the acid-labile subunit (IGFALS), resulting in significant improvements in body length (male: 5.7% increase, reaching 79% of wild-type; female: 5.1% increase, reaching 81% of wild-type). In contrast, body weight increased disproportionately (male: 12% increase, reaching 60% of wild-type; female: 11% increase, reaching 66% of wild-type), leading to an obese phenotype. These effects were observed 16 weeks after AAV administration (20–21 weeks of age) compared with mice treated with the control vector AAV-HLP-Luc encoding luciferase (19). Despite these improvements, growth restoration remained incomplete and was comparable in magnitude to that reported in GHR-deficient mice treated with IGF1 (29, 30) and in clinical studies of Laron syndrome patients receiving recombinant IGF1 therapy (17, 31).

Here, we characterized the broader transcriptional impact of GHR gene therapy using AAV-HLP-mGHR. We analyzed whole-liver transcriptomes from livers obtained in our previous study and compared gene expression profiles between mice treated with AAV-HLP-mGHR and control mice treated with AAV-HLP-Luc (19). Our results demonstrate that AAV-HLP-mGHR gene therapy partially reverses the molecular consequences of GHR deficiency. Notably, we observed sex-specific differences in gene expression responses to both GHR loss and AAV-HLP-mGHR treatment, highlighting the complex sexually dimorphic effects of GH signaling on liver transcriptional programs (32–34). Unexpectedly, AAV-HLP-mGHR also induced expression of genes associated with cell proliferation and cancer. These findings underscore the potential risks of employing constitutively active, unregulated promoters in GHR gene therapy and provide important insights into both efficacy and safety considerations of this approach.

## 2 Materials and methods

### 2.1 Animal studies

Animal studies were performed previously in accordance with guidelines and protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the National University of Singapore (protocol nos. BR18–0735 and R18-0750) (19). Briefly, 4–5-week-old male and female Laron dwarf mice were treated with 4 × 10¹^0^ vector genomes per mouse (vg/mouse) of AAV-HLP-mGHR (single-stranded AAV serotype 8) via intraperitoneal injection. A control group of Laron dwarf mice received an equal dose of AAV-HLP-Luc (single-stranded AAV serotype 8), serving as a negative vector control. At 25–26 weeks post-injection (corresponding to 30–31 weeks of age), the AAV-treated Laron mice were euthanized and liver tissues were immediately collected in RNAlater (Ambion, Austin, TX, USA) for preservation and stored at −80 °C. Uninjected control mice (i.e., GHR+/+ and GHR-/- groups) were euthanized at 21 weeks of age (corresponding to 16 weeks post-injection in the treated groups).

### 2.2 RNA sequencing

Total RNA was extracted from livers of GHR+/+ (wild-type) mice, GHR-/- (Laron) mice, and from Laron mice treated with AAV-HLP-Luc (vector control) or AAV-HLP-mGHR (19). RNA from three male and three female livers from each group were analyzed. RNA-Seq was performed at Novogene-AIT Genomics, Singapore. Briefly, total liver RNA was extracted using AllPrep DNA/RNA Mini Kit (QIAGEN, Valencia, CA, USA) and polyA-RNA was then isolated using oligo-dT magnetic beads. After fragmentation, first-strand cDNA was synthesized using random hexamer primers and second-strand cDNA was synthesized using dUTP to obtain a directional (stranded) sequencing library after end repair, A-tailing, adapter ligation, size selection, enzymatic digestion, amplification, and purification. Libraries were quantified using a Qubit instrument, real-time PCR and Bioanalyzer analysis for insert size distribution. Libraries were pooled and sequenced on an Illumina NovaSeq 6000 instrument at Novogene-AIT Genomics, Singapore.

### 2.3 Mapping and quantification of gene expression

Mapping and quantification of gene expression were performed by the sequencing provider. Raw sequencing reads were first subjected to quality control and processed into clean reads using fastp (version 0.23.1), including the removal of reads with adapter contamination, reads with high content of uncertain nucleotides (N > 10%) and reads with low-quality nucleotides (base quality less than 5 constituting more than 50% of the read). Clean reads were then mapped to the mm39 mouse genome (Ensembl release 107) using Hisat2 v2.0.5 (35). FeatureCounts v1.5.0-p3 (36) was used to count reads mapping to each gene, and FPKM values of each gene (Fragments Per Kilobase of transcript sequence per Million mapped reads) were calculated based on gene length and read counts mapping to the gene.

### 2.4 Differential gene expression and pathway analysis

Downstream analysis was performed in R (v4.1.0). Principal component analysis (PCA) was performed to assess consistency of biological replicates and relationships between treatment groups. PCA was performed by filtering for highly expressed genes (FPKM > 5), followed by singular value decomposition and plotting the top two principal components.

Differential gene expression analysis was performed using DESeq2 (v1.32.0) (37). In the primary analysis, DESeq2 models were specified with a design of ~ treatment, pooling male and female samples within each group. Sex was not included as a covariate given our objective to identify treatment-responsive genes averaged across both sexes, rather than to estimate treatment × sex interactions. Differentially expressed genes were identified using the default Wald test with a false discovery rate (FDR) threshold of 0.05, without applying a fold-change cutoff. The input for DESeq2 analysis was a matrix of raw gene counts, as DESeq2 does not require normalized input for its statistical framework. To assess sex-related differences directly, a separate analysis was performed comparing male and female mice within each biological condition, thereby characterizing sex-biased expression and responses alongside the treatment effects. Heatmaps were generated using the pheatmap package (v1.0.12), based on log2-transformed FPKM values that were subsequently standardized to Z-scores by centering and scaling each gene.

Gene set enrichment analysis (GSEA) was performed using the package Fgsea (1.18.0) (38), with Hallmark and GO gene sets downloaded from the Molecular Signatures Database v2023.2 (Broad Institute) (39). The lists of differentially expressed genes and pathways are provided in the Supplementary Materials accompanying the manuscript.

### 2.5 Immunohistochemistry

Liver tissue excised from euthanized mice was fixed in 4% formaldehyde and embedded in paraffin. Deparaffinized slides were incubated with a 1:50 dilution of rabbit anti-mouse GHR antibody (Sinobiological, Beijing, China) at 4 °C overnight. Staining was performed using UltraVision Quanto Detection System HRP DAB (Thermo Fisher Scientific).

### 2.6 Statistical analyses

For genomic analyses, statistical significance was reported using the *adjusted p*-value determined by DESeq2 analysis, with an *adjusted p*-value of less than 0.05 considered statistically significant. For non-genomic analyses involving two groups, statistical significance was determined by Student’s unpaired *t*-test; values are expressed as mean ± SD. A *p*-value less than 0.05 was considered statistically significant, where * indicates *p* < 0.05, ** indicates *p* < 0.01, and *** indicates *p* < 0.001.

## 3 Results

### 3.1 Gene expression changes between AAV-HLP-mGHR and AAV-HLP-Luc treated mice

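Poly(A) RNA from the livers of 24 mice was sequenced as stranded libraries, 3 male and 3 female mice in each of 4 groups. GHR+/+ mice carry an intact growth hormone receptor gene, and GHR-/- (Laron) mice lack a functional receptor. AAV-HLP-mGHR and AAV-HLP-Luc mice were GHR-/- mice given 1 injection of 40000000000 vector genomes per mouse of an adeno-associated virus that carried the mouse receptor or luciferase under the liver-specific HLP promoter. The injected mice were killed at 30 to 31 weeks of age, 25 to 26 weeks after the injection, and the uninjected GHR+/+ and GHR-/- mice at 21 weeks. Age and injection therefore differed together in every comparison of an injected with an uninjected group, while AAV-HLP-mGHR and AAV-HLP-Luc mice, and GHR+/+ and GHR-/- mice, were of matching age.
The authors cleaned the reads with fastp, mapped them to mm39 with Hisat2, counted them per gene with featureCounts and derived FPKM values from gene length and mapped reads. Their group comparisons were made with DESeq2, and their gene set enrichment with fgsea. The deposited tables hold the enrichment results of 9 comparisons and no values per mouse. Values per mouse were taken from the supplementary count table, of which the first 1999 of 56748 genes were used here, and the supplementary FPKM table, of which the first 1301 of 56748 genes were used. The genes in hand were abundant, with a lowest mean count of 1123 and a median of 4980, so they are no random sample of the transcriptome.
Counts within these genes ranged from 26453904 to 37647819 (median 30643199) in the GHR+/+ mice, from 28433739 to 36186756 (median 29055353) in the GHR-/- mice, from 27042922 to 34190061 (median 29338551) in the AAV-HLP-Luc mice and from 28944010 to 38194053 (median 32546612) in the AAV-HLP-mGHR mice. The ratio of count to FPKM gave total reads of 31199807 to 47858687 per library, and 72.4% to 90.3% of them fell in the table. Counts were scaled by median-of-ratios size factors and tested with limma-voom, each comparison on its own libraries and without a sex term, with Benjamini-Hochberg adjustment over the genes in the table. A call below means an adjusted p under 0.05 in that test. Normalized counts are given as mean ± SD over mice. On simulated counts with 200 genes changed among the 1999, the AAV-HLP-mGHR against AAV-HLP-Luc test recovered 95% of 2-fold and 99% of 4-fold changes and called 11 unchanged genes. These counts held no sex difference within a group and no covariation between genes. The shares can therefore overstate what the test finds in the real counts. Positive normalized enrichment scores (NES) stand for higher expression in the group named first.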

RNA-seq of total liver RNA was performed to evaluate the impact of GHR loss in Laron mice and the impact of AAV-HLP-mGHR replacement therapy. 

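A principal component analysis was computed on log2(FPKM + 1) over the 1300 genes in hand whose mean FPKM was above 5. The first component held 51.6% of the variance and the second 13.6%. Together they held 65.2%, and 66.9% with a pseudocount of 0.1. Scaling each gene to unit variance moved this share most, to 40.4%. On the first component, the 3 GHR+/+ males averaged 38.4 and the 3 GHR+/+ females 4.56. The other sex-and-group means lay between -10.2 (GHR-/- females) and -4.55 (AAV-HLP-Luc males). The second component averaged -5.21 ± 5.23 (SD, n = 6) in the AAV-HLP-mGHR mice, 7.42 ± 9.15 in the AAV-HLP-Luc mice and 1.83 ± 2.60 in the GHR-/- mice. AAV-HLP-mGHR female 024 stood apart from the other 5 mice of its group on both components, and AAV-HLP-Luc male 005 on the second.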

Principal component analysis of the transcriptomic data revealed four distinct groups, reflecting the impact of sex and GHR phenotype (**Figure 1A**). Control and AAV-HLP-Luc-treated GHR-/- livers clustered together, while the AAV-HLP-mGHR-treated mouse livers clustered separately, reflecting changes in gene expression after AAV-HLP-mGHR rescue. 

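Across the same 1300 genes, the distance between group means was 8.49 (log2 units) for AAV-HLP-Luc against GHR-/- livers. Of the 462 ways to divide those 12 mice into groups of 6, 179 gave a distance as large (exact permutation test, p = 0.387). The AAV-HLP-mGHR mean lay 16.2 from the AAV-HLP-Luc mean and 14.9 from the GHR-/- mean. For each of these, the real grouping gave the largest of the 462 distances (exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). The GHR+/+ mean was farther away, 32.0 from GHR-/- and 28.9 from AAV-HLP-mGHR livers. A mean distance between mice of different groups of 24.4 stood against 19.9 within groups for AAV-HLP-mGHR and AAV-HLP-Luc.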

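The mean profiles of male and female mice were compared within each group over the genes used for the principal components. They lay 38.9 apart in GHR+/+ mice, 11.7 in GHR-/- mice, 17.6 in AAV-HLP-Luc mice and 11.5 in AAV-HLP-mGHR mice. A male and a female GHR+/+ mouse were on average 2.29 times as far apart as a pair of the same sex. This ratio was 1.13 in GHR-/-, 1.14 in AAV-HLP-Luc and 1.05 in AAV-HLP-mGHR mice. The real sexes gave the largest distance of the 10 possible divisions in the GHR+/+, GHR-/- and AAV-HLP-Luc groups, and 3 of 10 divisions gave as large a distance in the AAV-HLP-mGHR group. With 3 mice against 3, the smallest p an exact permutation test allows is 0.1.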

Livers clustered by sex in the GHR+/+ wild-type group, but not in the GHR-/- or AAV-HLP-mGHR groups. Thus, (1) GHR loss substantially abolishes liver sex differences, consistent with prior studies indicating that GH signaling through GHR is a major determinant of sex differences in mouse liver (32, 34); and (2) a single treatment with AAV-HLP-mGHR partially restored sex-dependent patterns of liver gene expression seen in GHR-intact mice.

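Between male and female livers, limma-voom called 262 of 1999 genes in GHR+/+ mice, 1 in GHR-/- mice, 2 in AAV-HLP-Luc mice and 1 in AAV-HLP-mGHR mice. One fit over all 24 libraries called 21 genes higher and 18 lower in AAV-HLP-Luc males. The same fit gave 103 and 94 in GHR+/+, 1 and 0 in GHR-/- and 3 and 1 in AAV-HLP-mGHR males. The GHR+/+ count of 262 fell to 18 without male 102. On the first component this mouse (38.7) lay between males 101 and 103 (37.6 and 38.9), so the fall does not show that it carried the sex difference. Males 101 and 103, which remain without it, were the least alike pair of these males (Spearman's rho 0.935 against 0.945 and 0.970). Scaling by library totals gave 63 genes higher and 195 lower in GHR+/+ males in place of 145 and 117, with the median of all genes shifted by -0.12 (log2). Ddx3y, on the Y chromosome and at 0 in the GHR+/+ females, was called in all 4 groups. In AAV-HLP-Luc mice, Cyp2a4 was lower in males by the same test, with a log2 fold change of -2.92 (standard error 0.27, limma p-adj = 0.0211). Over the genes called in GHR+/+ mice, the sex difference in GHR-/- mice followed that of GHR+/+ mice with r = 0.646 and rho = 0.543 across genes, which are not independent replicates. It followed it with r = 0.602 and rho = 0.542 in AAV-HLP-Luc mice and r = 0.333 and rho = 0.0968 in AAV-HLP-mGHR mice. Without Ddx3y, which follows the sexes by itself and was left out after the data were seen, r was 0.645, 0.582 and 0.119, and rho was 0.537, 0.537 and 0.0866. Divisions were compared by the size of r and rho, without the sign. The real sexes then gave the highest r and rho of 10 divisions in the GHR-/- group and the highest r in the AAV-HLP-Luc group, where 2 of 10 gave as high a rho. In the AAV-HLP-mGHR group, 6 of 10 gave as high an r and 8 of 10 as high a rho. From the principal components, the paper concludes that loss of the receptor largely removes liver sex differences and that AAV-HLP-mGHR brings part of them back.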

**Figure 1:**
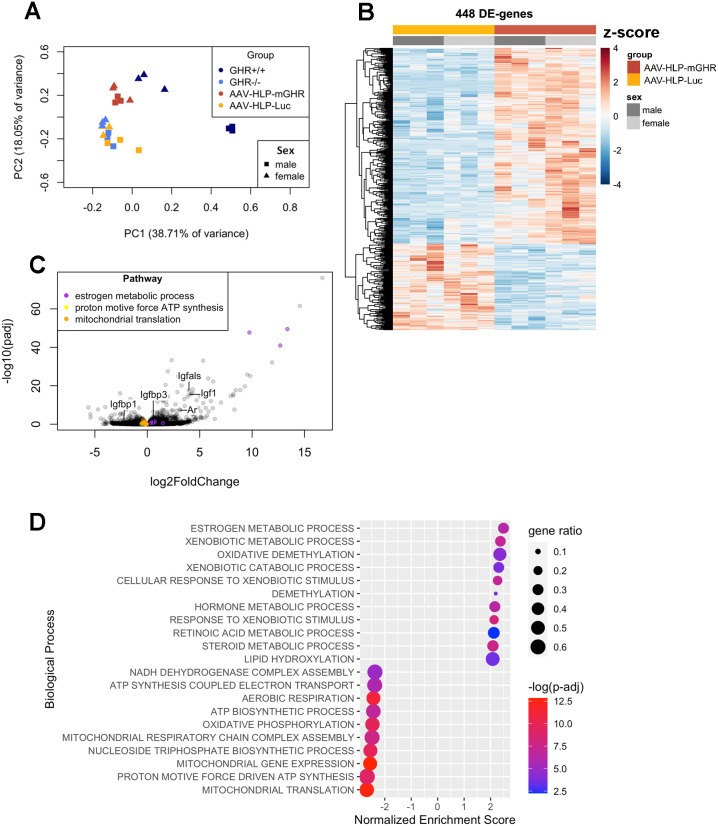
Gene expression changes between AAV-HLP-mGHR and AAV-HLP-Luc. **(A)** principal component analysis plot of gene expression libraries (n = 24). **(B)** heatmap of differentially expressed genes comparing AAV-HLP-mGHR to AAV-HLP-Luc (n = 12; male and female mice included). **(C)** volcano plot of differentially expressed genes comparing AAV-HLP-mGHR to AAV-HLP-Luc. **(D)** gene set enrichment analysis of the top biological pathways significantly enriched and significantly depleted in livers infected with AAV-HLP-mGHR compared to AAV-HLP-Luc.

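Between AAV-HLP-mGHR and AAV-HLP-Luc livers, limma-voom called 31 of the 1999 genes in hand, 26 higher and 5 lower, and 295 had an unadjusted p under 0.05. The paper's own table calls 74 of these genes, all with the same direction here, and 30 were called in both. One fit over all 24 libraries moved the count most, to 76 genes (51 higher and 25 lower, 26 of them among the 31). Without AAV-HLP-mGHR female 019 the count was 19, and without AAV-HLP-Luc female 015 it was 46. The largest rises with groups that did not overlap were in Gm7086, A1bg and Slco1a1. Gm7086 (ENSMUSG00000112930; chromosome 15, 60614707 to 60618373, plus strand, GRCm39), an unprocessed pseudogene that overlaps the annotated transcript Gm62766, had 20244 ± 6855 normalized counts in AAV-HLP-mGHR mice and 0 in all 6 AAV-HLP-Luc mice. Slco1a1 rose from 3.39 ± 1.64 to 188 ± 123 normalized counts, a log2 fold change of 5.39 (standard error 1.00, limma p-adj = 0.0156) that passed the threshold in 8 of 12 fits with 1 mouse left out and not in the fit over all libraries (limma p-adj = 0.444). Keg1 had 1082 ± 213 against 220.0 ± 76.2 normalized counts, and Ces3a 13303 ± 3536 against 4709.6 ± 2153. Their log2 fold changes were 2.35 and 1.56 (limma p-adj = 0.00470 and 0.0120). Keg1 was far lower in GHR-/- male 113 than in the other GHR-/- mice, and reads of Ces3a are uncertain because the counting can split them with its close paralog Ces3b. Tdo2 fell by 0.61 on the log2 scale (standard error 0.13, limma p-adj = 0.0316).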

A total of 448 genes were differentially expressed (p-adj < 0.05) between AAV-HLP-mGHR and AAV-HLP-Luc livers when combining male and female mice in each group (**Figure 1B**). 

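Igf1 (ENSMUSG00000020053; chromosome 10, 87693642 to 87772904, plus strand, GRCm39) averaged 9843 ± 4152 normalized counts (SD, n = 6) in AAV-HLP-mGHR and 617 ± 431 in AAV-HLP-Luc livers. Its log2 fold change was 4.10 (standard error 0.64, limma p-adj = 0.00704), and it stayed between 3.87 and 4.39 and past the threshold in all 12 fits that left out 1 mouse. Every AAV-HLP-mGHR mouse was above every AAV-HLP-Luc mouse. The counts of Igfals and Igfbp3 were not used here. Within the authors' deposited table of this comparison, which holds 16038 sets, Igfals was in the leading edge of 33 sets with a positive NES and Igfbp3 of 113. Neither gene was in the leading edge of a set with a negative NES. A leading edge lists the genes that carry a set's score, so it places a gene on a side of the ranking without a size of change.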

Genes upregulated in livers of AAV-HLP-mGHR mice included key genes involved in Igf signaling, namely Igf1, Igfals, Igfbp3 and Ar. 

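The mean Igf1 FPKM in AAV-HLP-mGHR livers was 16.1 times that in AAV-HLP-Luc livers, and 20.5 times by the medians. It was 26.7 times in males and 13.1 times in females. Against GHR+/+ livers of the same sex, AAV-HLP-mGHR males reached 33.3% ± 8.47 (SD, n = 3) and females 48.2% ± 15.1. On normalized counts over both sexes the share was 40.9%, and by the median FPKM 36.2%. According to the authors' deposited table of GHR+/+ against AAV-HLP-mGHR livers, Igfals stood in the leading edge of 14 sets with a positive NES and of 0 with a negative NES.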

AAV-HLP-mGHR treatment increased expression of the GH-responsive IGF signaling genes Igf1 and Igfals by approximately 16-fold compared with AAV-HLP-Luc controls; however, their expression reached only 40–45% of levels observed in GHR+/+ livers (**Supplementary Table 1**). In contrast, IGFBP1, which acts as an inhibitor of IGF signaling by complexing IGFs, was downregulated (**Figure 1C**). 

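Igfbp1 (ENSMUSG00000020429; chromosome 11, 7147651 to 7152546, plus strand, GRCm39) averaged 4505 ± 3525 normalized counts (SD, n = 6) in AAV-HLP-mGHR and 20800.1 ± 11285 in AAV-HLP-Luc livers, and the ranges of both groups did not overlap. The log2 fold change was -2.51 (standard error 0.58, limma p-adj = 0.0512). It passed the threshold in 3 of 12 fits with 1 mouse left out and under limma-trend, where p-adj was 0.0346. One limma fit over all libraries gave p-adj = 0.00753. In males the log2 fold change was -2.71 (limma p-adj = 0.289). Igfbp2, another binding protein of the family, fell from 50409 ± 13481 to 21427 ± 4630.2 normalized counts, with a log2 fold change of -1.21 (standard error 0.20, limma p-adj = 0.00830).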

The top pathways upregulated following AAV-HLP-mGHR treatment were steroid-related processes, including estrogen and xenobiotic metabolic processes (**Figure 1D**). 

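Of 7833 GO biological process sets in the authors' deposited table of AAV-HLP-mGHR against AAV-HLP-Luc, 90 had a positive and 108 a negative NES at an adjusted p under 0.05. Restricting the table to sets of at least 50 genes changed the 198 most, to 138. In the authors' deposited table, estrogen metabolic process (36 genes) had the highest NES among these sets, 2.48 (p-adj = 3.72e-07), followed by xenobiotic metabolic process (119 genes) with 2.36 (p-adj = 4.74e-08) and oxidative demethylation (19 genes) with 2.33 (p-adj = 2.45e-05). Steroid metabolic process (319 genes) ranked 10 in the authors' deposited table, with an NES of 2.07 (p-adj = 9.74e-08). By sex, the authors' deposited tables gave xenobiotic metabolic process an NES of 2.59 (p-adj = 1.44e-09) in males and 1.93 (p-adj = 0.00124) in females.
The mean log2 normalized count of 60 xenobiotic enzyme genes (Cyp1 to Cyp3, Ugt, Gst, Sult and Fmo families) differed by 0.20 between AAV-HLP-mGHR and AAV-HLP-Luc mice (exact permutation test, 2-sided, p = 0.329). It was 0.49 in males and -0.088 in females. AAV-HLP-Luc male 005 and AAV-HLP-mGHR female 024 were far below the other mice of their groups, and the difference was 0.059 without male 005 and 0.29 without female 024 (exact permutation test, p = 0.0563). Reads of these families are uncertain because the counting can split them between close copies.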

We also observed consistent downregulation of mitochondrial processes, including mitochondrial translation, proton motive force-driven ATP synthesis and aerobic respiration; these changes may relate to the obesity seen in the AAV-HLP-mGHR treated mice, as observed by Sia et al. (19). 

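Proton motive force-driven ATP synthesis (68 genes) had the lowest NES in the authors' deposited table of AAV-HLP-mGHR against AAV-HLP-Luc, -2.67 (p-adj = 1.32e-09). Mitochondrial translation (131 genes) followed in the authors' deposited table with -2.65 (p-adj = 4.37e-13), and aerobic respiration (183 genes) had -2.42 (p-adj = 1.62e-11). Within the authors' deposited tables by sex, mitochondrial translation had an NES of -1.80 (p-adj = 0.00369) in males and -2.77 (p-adj = 4.08e-14) in females.
The change per gene was small. The mean log2 normalized count of 59 nuclear oxidative phosphorylation genes was 12.28 ± 0.090 (SD, n = 6) in AAV-HLP-mGHR and 12.48 ± 0.12 in AAV-HLP-Luc mice, a difference of -0.19, with 56 of 59 genes lower (exact permutation test, 2-sided, p = 0.0173; 0.0742 after Benjamini-Hochberg adjustment over 30 such tests). Scaling by library totals, chosen after the data were seen, gave -0.17 (exact permutation test, p = 0.0693). With 1 mouse left out, the difference stayed between -0.23 and -0.16. None of the 59 genes was called on its own. For 11 mitochondrially encoded genes the difference was -0.076 (exact permutation test, p = 0.481).

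**Figure D1:**
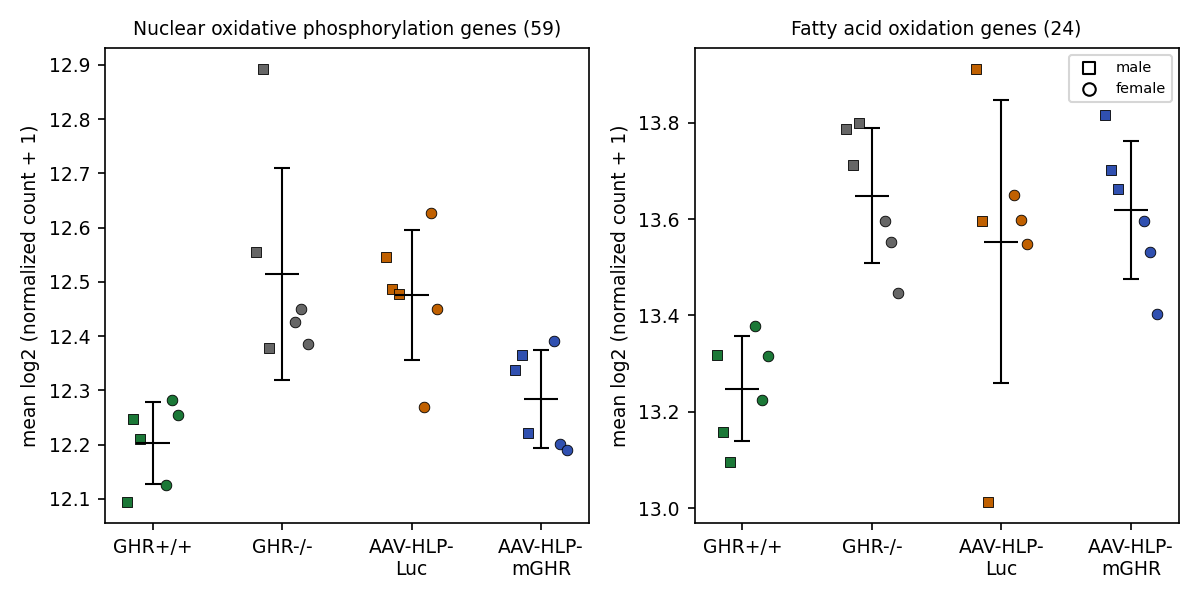
Mean log2 (normalized count + 1) of 59 nuclear oxidative phosphorylation genes (left) and 24 fatty acid oxidation genes (right) in each liver, by group. Squares are males, circles are females, and bars are the mean ± SD of 6 mice. On the left, the AAV-HLP-mGHR mean (12.28) lies near the GHR+/+ mean (12.20) and below the GHR-/- (12.51) and AAV-HLP-Luc (12.48) means, with GHR-/- male 114 far above its group.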

Importantly, we observed only four differentially expressed genes between GHR-/- and AAV-HLP-Luc livers, suggesting very limited off-target effects on gene expression from a single dose of AAV infection (**Supplementary Figure 1**).

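Between AAV-HLP-Luc and GHR-/- livers, limma-voom called 0 of the 1998 genes tested, and 68 had an unadjusted p under 0.05. Each fit that left out 1 mouse also called 0 genes. On simulated counts with 200 of 1999 genes changed, the same test recovered 97% of 2-fold changes. With few changed genes the adjusted threshold is stricter, so this share is no measure of what the 0 calls could miss. Of the 4 genes that the paper's table calls, Aqp8 was held, and its log2 fold change was -1.07 here (standard error 0.48, limma p-adj = 0.951) against -1.22 in the paper's table. The authors' deposited table of this comparison held 139 of 7839 GO biological process sets at an adjusted p under 0.05, 73 higher and 66 lower in AAV-HLP-Luc livers. Xenobiotic metabolic process had an NES of -2.24 (p-adj = 4.54e-06) in the authors' deposited table. The 60 xenobiotic enzyme genes differed by -0.24 on average (exact permutation test, 2-sided, p = 0.0714; 0.238 after Benjamini-Hochberg adjustment), and 52 of them were lower in AAV-HLP-Luc livers. Without AAV-HLP-Luc male 005, which stood far below its group, the difference was -0.096 (exact permutation test, p = 0.154). The AAV-HLP-Luc mice were at least 9 weeks older than the GHR-/- mice, so age and vector cannot be separated in these values. From the small number of genes, the paper proposes that the vector itself had very limited effects on gene expression.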

### 3.2 Rescue effect of AAV-HLP-mGHR dose to the liver

While Laron mice receiving a single AAV-HLP-mGHR injection showed an increase in body weight and length in our previous study (19), their growth remained reduced compared to GHR+/+ wild-type mice. We therefore evaluated the extent of rescue based on gene expression levels. *Ghr* RNA levels were increased in AAV-HLP-mGHR compared to AAV-HLP-Luc livers (mean FPKM 11.6 ± 2.2 vs 7.4 ± 2.2, p-adj < 0.01), but to a level significantly lower than found in GHR+/+ mice (mean FPKM 65.8 ± 9.7, p-adj < 0.001; **Figure 2A**). Nonetheless, despite the modest increase in GHR expression, a much more substantive increase in Igf1 expression was seen in the AAV-HLP-mGHR-treated livers, reaching 41.5% of GHR wild-type mice (mean FPKM 26.7 ± 11.1 vs 64.4 ± 12.1, p-adj < 0.001). 

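Ghr (ENSMUSG00000055737; chromosome 15, 3347235 to 3613024, minus strand, GRCm39) was measured in every mouse. Its mean FPKM was 65.8 in GHR+/+, 7.02 in GHR-/-, 7.42 in AAV-HLP-Luc and 11.7 in AAV-HLP-mGHR livers. AAV-HLP-mGHR livers thus held 17.7% ± 3.26 (SD, n = 6) of the GHR+/+ mean, and 17.4% on normalized counts. Exact permutation tests (2-sided, 924 arrangements of 6 against 6) gave p = 0.00866 for AAV-HLP-mGHR against AAV-HLP-Luc and p = 0.673 for AAV-HLP-Luc against GHR-/-. For GHR+/+ against AAV-HLP-mGHR, p was 0.00216 by the exact permutation test, the smallest it allows. In limma-voom, the log2 fold change between AAV-HLP-mGHR and AAV-HLP-Luc was 0.63 (standard error 0.21, limma p-adj = 0.176), and p-adj was 0.00753 in one limma fit over all libraries. GHR+/+ exceeded AAV-HLP-mGHR by 2.54 on the log2 scale (standard error 0.16, limma p-adj = 2.24e-06). GHR+/+ livers had 22583 ± 3113 normalized counts and GHR-/- livers 2368 ± 245, so reads of this gene were counted in mice without a functional receptor too.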

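The mean Igf1 FPKM was 64.4 in GHR+/+, 2.64 in GHR-/-, 1.66 in AAV-HLP-Luc and 26.7 in AAV-HLP-mGHR livers. The AAV-HLP-mGHR mean was 41.5% of the GHR+/+ mean, with an SD of 17.2 over the 6 mice. An exact permutation test (2-sided) of AAV-HLP-mGHR against AAV-HLP-Luc gave the smallest p that 6 mice against 6 allow, and GHR+/+ against AAV-HLP-mGHR gave p = 0.00433. AAV-HLP-Luc and GHR-/- livers did not differ by the same exact permutation test (p = 0.372).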

The corresponding measurements of circulating IGF1 and related endocrine parameters, including ALS, IGFBP3, and GH were reported in our earlier study (19).

**Figure 2:**
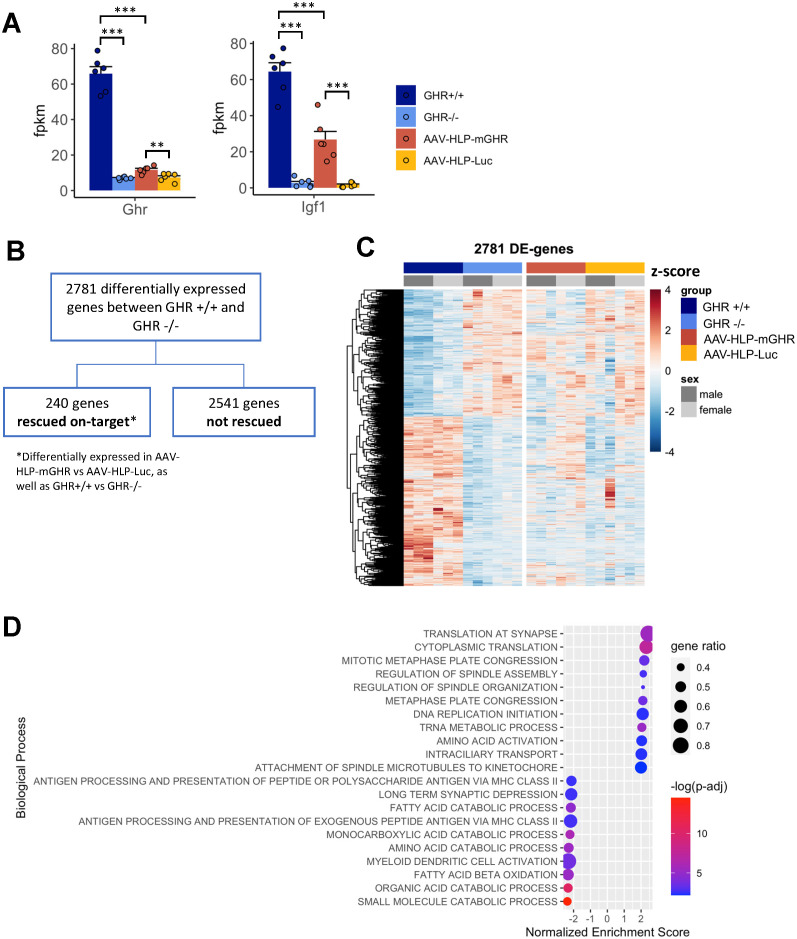
Rescue effect of a single AAV-HLP-mGHR dose to the liver. Data based on a total of n = 24 male and female mice. **(A)** Ghr and Igf1 gene expression across the four groups (n = 6; student’s unpaired t-test where *** indicates *p* < 0.001). **(B)** distribution of genes successfully rescued. **(C)** gene expression heatmap of differentially expressed genes between wild-type and knock-out mice, showing a limited number of genes successfully rescued in AAV-HLP-mGHR. **(D)** gene ontology biological pathways not rescued (enriched in wild-type compared to AAV-HLP-mGHR liver).

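Between GHR+/+ and GHR-/- livers, limma-voom called 492 of the 1999 genes in hand, 238 higher and 254 lower in GHR+/+ mice. Without GHR+/+ male 102, it called 378. Library totals gave 445 genes, and a sex covariate 618. Of the 492 genes, 20 were also called between AAV-HLP-mGHR and AAV-HLP-Luc, 19 of them in the same direction (3.86% of 492). These were Apoa4, Aqp8, Ces3a, Cyp2c54, Cyp2j5, Cyp4f14, Dhrs1, Igf1, Igfbp2, Lifr, Lpl, Mif, Mup3, Paqr9, Pik3r1, Slc22a30, Tdo2, Trf and Ugt2a3. Members of the Mup, Cyp2c, Ces3 and Ugt families share reads with close copies and are uncertain. Serpina6 was called in opposite directions. The other 11 genes called under treatment were not called between the genotypes. The largest differences between the genotypes with groups that did not overlap were in Igf1, at 4.93 (standard error 0.48, limma p-adj = 7.58e-05), C8a at 4.33 and Ces3b at 4.31 (log2; limma p-adj = 0.00874 and 0.00670). Among the largest falls were Hamp2, at -4.14, and Cyp4a14, at -3.92 (limma p-adj = 0.0248 and 0.0437).

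**Figure D2:**
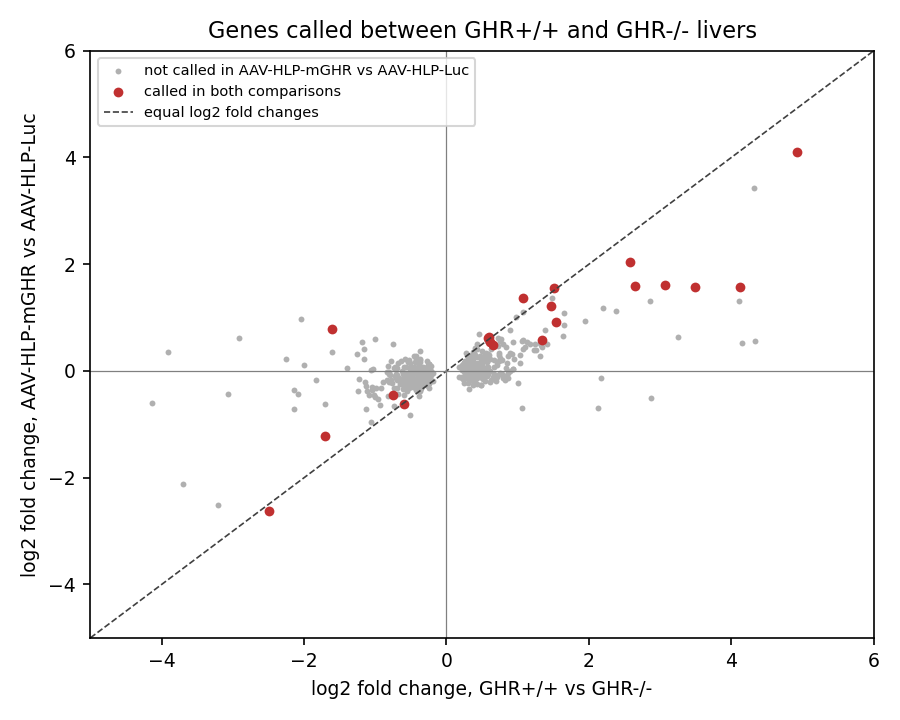
Log2 fold change between AAV-HLP-mGHR and AAV-HLP-Luc livers (vertical axis) against that between GHR+/+ and GHR-/- livers (horizontal axis) for the 492 genes called between the genotypes, over 12 mice each. Red points are the 20 genes called in both comparisons and the dashed line marks equal values; most gray points lie near 0 on the vertical axis.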

Overall, 2781 genes were differentially expressed when comparing livers from GHR+/+ and GHR-/- mice, of which 240 genes were successfully rescued in AAV-HLP-mGHR mice compared to AAV-HLP-Luc mice (**Figures 2B, C**; **Supplementary Table 1**). Gene set enrichment analysis confirmed that these on-target rescued genes were consistent with the overall gene expression changes shown in **Figure 1D**, with an increase in liver metabolic processes such as the xenobiotic metabolic process and oxidative demethylation (**Supplementary Figures 2A, B**; **Supplementary Table 1**).

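According to the authors' deposited table of GHR+/+ against GHR-/- livers, xenobiotic metabolic process had an NES of -1.72 (p-adj = 0.00757) and oxidative demethylation 1.11 (p-adj = 0.655). By sex, the authors' deposited tables gave xenobiotic metabolic process an NES of -2.49 (p-adj = 1.98e-09) in males and 1.39 (p-adj = 0.300) in females. Across 7833 GO biological process sets of the deposited tables, the NES of AAV-HLP-mGHR against AAV-HLP-Luc and of GHR+/+ against GHR-/- correlated with r = 0.241 and rho = 0.256, across sets, which share genes and are not independent. There were 53 sets with an adjusted p under 0.05 in both tables. Of these, 33 were lower in both, 1 was higher in both and 19 went in opposite directions. In the deposited tables of males there were 47 such sets, 19 of them in the same direction, and in those of females 56, of which 45 went in the same direction.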

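The authors' deposited tables were compared for sets of replication, cell division and translation. In GHR+/+ against AAV-HLP-mGHR livers, the authors' deposited table gave DNA replication (262 genes) an NES of 1.77 (p-adj = 0.000434), spindle assembly (122 genes) 1.66 (p-adj = 0.0211) and cytoplasmic translation (141 genes) 2.37 (p-adj = 2.48e-08). In AAV-HLP-mGHR against AAV-HLP-Luc livers, the values in the authors' deposited table were -1.62 (p-adj = 0.00199), -1.13 (p-adj = 0.601) and -1.92 (p-adj = 0.000230). In GHR+/+ against GHR-/- livers they were 1.39 (p-adj = 0.103), 1.24 (p-adj = 0.433) and 1.50 (p-adj = 0.0946) in the authors' deposited table, none of them under 0.05.
The mean log2 normalized count of 64 cytosolic ribosomal protein genes was higher by 0.18 in GHR+/+ than in AAV-HLP-mGHR livers, with 60 of 64 genes higher and 10 called (exact permutation test, 2-sided, p = 0.0346; 0.13 after Benjamini-Hochberg adjustment). With library totals, chosen after the data were seen, it was 0.15 (exact permutation test, p = 0.119). AAV-HLP-mGHR and AAV-HLP-Luc livers differed by -0.090 (exact permutation test, p = 0.426). The GHR+/+ mice were younger than the AAV-HLP-mGHR mice.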

Critically, key biological processes relating to cellular proliferation (DNA replication, spindle assembly and cytoplasmic translation) were not rescued by the AAV-HLP-mGHR treatment (**Figure 2D**). 

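In the authors' deposited table of GHR+/+ against AAV-HLP-mGHR livers, small molecule catabolic process (337 genes) had an NES of -2.38 (p-adj = 4.7e-15) and fatty acid beta oxidation (73 genes) -2.32 (p-adj = 2.75e-06). The same sets had -2.31 (p-adj = 1.99e-15) and -2.22 (p-adj = 4.31e-05) in the authors' deposited table of GHR+/+ against GHR-/- livers. Between AAV-HLP-mGHR and AAV-HLP-Luc livers, they had 1.13 (p-adj = 0.586) and 1.25 (p-adj = 0.532) in the authors' deposited table.
A list of 24 fatty acid oxidation genes averaged 13.25 ± 0.11 (log2 normalized count; SD, n = 6) in GHR+/+, 13.65 ± 0.14 in GHR-/-, 13.55 ± 0.29 in AAV-HLP-Luc and 13.62 ± 0.14 in AAV-HLP-mGHR livers. GHR+/+ livers differed from AAV-HLP-mGHR livers by -0.37 (exact permutation test, 2-sided, p = 0.00216, the smallest possible; 0.0162 after Benjamini-Hochberg adjustment over 30 tests). The difference was -0.40 against GHR-/- livers at the same p, and 0.065 between AAV-HLP-mGHR and AAV-HLP-Luc livers (exact permutation test, p = 0.682).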

GHR+/+ mice also showed a decrease in small molecule catabolic processes, including fatty acid oxidation, compared to AAV-HLP-mGHR mice. Thus, AAV-HLP-mGHR mice showed a partial rescue of liver gene expression, consistent with the limited increases in body weight and length (19).

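Over the 492 genes called between GHR+/+ and GHR-/- livers, the log2 fold changes under AAV-HLP-mGHR had the same direction for 350 genes (71.1%) and correlated with r = 0.653 and rho = 0.526, across genes, which are not independent replicates. The median ratio of the treatment to the genotype change was 0.268. Other divisions of the AAV-HLP-mGHR and AAV-HLP-Luc mice have no set direction, so r was compared by its size, without the sign. Of 100 divisions, 12 gave an r at least as large, the largest other being 0.809. Of 100 divisions with 3 males and 3 females on each side, added after the data were seen, 14 did (largest other 0.845). The size of this correlation therefore did not stand out from other groupings of the same mice. Over all 1999 genes r was 0.408, and 19 of 100 divisions (13 of 100 with the sexes balanced) gave as high a value. Against AAV-HLP-mGHR livers, GHR+/+ livers differed in 228 called genes, 115 higher and 113 lower, in 115 genes without GHR+/+ male 102 and in 320 without AAV-HLP-mGHR female 024. Library totals gave 145, a sex covariate 357 and one fit over all 24 libraries 339. From the rescued and unrescued genes, the paper concludes that the rescue of liver gene expression was partial.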

### 3.3 Increased expression of proliferation and cancer-associated genes

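Of the genes of Table 1, A1bg, Igf1, Lifr and Egfr were among the genes in hand. A1bg (ENSMUSG00000022347; chromosome 15, 60768708 to 60794861, minus strand, GRCm39) had 79717 counts in the 6 AAV-HLP-mGHR mice together and 3 in the 6 AAV-HLP-Luc mice, a ratio of 24371 per read sequenced (95% counting interval 8339 to 118180). Its fitted log2 fold change, 13.77 (standard error 2.66, limma p-adj = 0.0206), depends on the prior count. It passed the threshold in 9 of 12 fits with 1 mouse left out and not in one limma fit over all libraries (p-adj = 0.157). Lifr (ENSMUSG00000054263; chromosome 15, 7120095 to 7226970, plus strand) had 13238 ± 4358 against 4379 ± 1084 normalized counts (SD, n = 6), a log2 fold change of 1.56 (standard error 0.23, limma p-adj = 0.00470). Egfr (ENSMUSG00000020122; chromosome 11, 16702198 to 16868158, plus strand) was not called over both sexes, with 0.53 (standard error 0.44, limma p-adj = 0.631). The value was 0.89 without AAV-HLP-Luc male 005 and 0.29 without AAV-HLP-mGHR female 024. In females Egfr had 3307 ± 1758 against 1236 ± 221 normalized counts, with groups that did not overlap and a log2 fold change of 1.35 (standard error 0.49, limma p-adj = 0.382). In males it had 1738 ± 311 against 3579 ± 3793, and AAV-HLP-Luc male 005 alone stood at 7950.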

Apart from Igf1, we identified a list of 20 proliferation and cancer-associated genes that were upregulated in AAV-HLP-mGHR mice compared to AAV-HLP-Luc mice (**Table 1**). Nine of the top 10 upregulated proliferation and cancer-associated genes had ChIP-seq binding sites for the GH-activated liver transcription factor Stat5 in mouse liver chromatin within 10 kb (40). This finding supports the view that these genes are induced by GHR signaling directly through Stat5. The top three most highly induced genes, Ascl1 (41), Dct (42) and Prok1 (43) (>300-fold increases) are associated with small cell lung cancer (SCLC), breast cancer, glioblastoma and melanoma. These changes appear specific to the GHR transgene, as they were not observed in AAV-HLP-Luc mice compared to GHR-/- mice. 

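The counts of Dct and Prok1 were not used here, and their place in the ranking was read from leading edges. Within the authors' deposited table of AAV-HLP-mGHR against AAV-HLP-Luc livers, Dct was in the leading edge of 67 sets with a positive NES and Prok1 of 35. Both were in the leading edge of 0 sets with a negative NES. By sex, the authors' deposited tables listed Dct in 61 such sets in males and 64 in females, and Prok1 in 26 and 42. These tallies depend on how many sets hold a gene.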

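Among the genes of Table 1 in hand, A1bg had a log2 fold change of -0.28 between AAV-HLP-Luc and GHR-/- livers (standard error 0.81, limma p-adj = 0.981), Lifr -0.13 (standard error 0.16, limma p-adj = 0.969) and Egfr 0.78 (standard error 0.61, limma p-adj = 0.951). A1bg was near the floor in both groups, with more counts in GHR-/- female 134 than in the other GHR-/- mice.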

For a majority of the cancer-associated genes induced in AAV-HLP-mGHR mice, expression levels were still lower than in wild-type GHR+/+ mice, consistent with the low level of Ghr expression (**Supplementary Table 2**). 

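In GHR+/+ against AAV-HLP-mGHR livers, Lifr had a log2 fold change of 0.069 (standard error 0.27, limma p-adj = 0.891) and Egfr 2.82 (standard error 0.53, limma p-adj = 0.00699), so Egfr was called lower in AAV-HLP-mGHR livers and Lifr was not. Igf1 was lower in AAV-HLP-mGHR livers by 1.38 (standard error 0.25, limma p-adj = 0.00609). For A1bg the fitted value was -5.87 (standard error 5.47, limma p-adj = 0.488) over both sexes, and the sexes differed. GHR+/+ males had 2 counts of A1bg in all 3 mice together, and GHR+/+ females 117238. Most of the latter were in GHR+/+ female 119, with 87307 normalized counts. GHR+/+ females 120 and 121, at 7651 and 815, lay below every AAV-HLP-mGHR female (10963 to 19199). In AAV-HLP-mGHR males, A1bg was 15179 times as frequent per read as in GHR+/+ males (95% counting interval 4202 to 125343). The authors' deposited table of this comparison listed Dct in 29 and Prok1 in 9 leading edges with a positive NES, and both in 0 with a negative NES.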

A notable exception was Ascl1, whose expression was undetectable in wild-type liver but showed >1000-fold upregulation in livers of AAV-HLP-mGHR-treated GHR-/- mice of both sexes.

**Table 1:** Upregulation of cancer-related genes in AAV-HLP-mGHR treated mice compared to AAV-HLP-Luc mice.

Gene (Reference)	Log2FoldChange AAV-GHR /AAV-Luc (significance, p*_adj_*)	Gene expression exceeds GHR+/+ wild-type	Association with pathology
*A1bg* (60)	+14.56 (p<0.0001)	No	Liver cancer prognostic marker, elevated in non-small cell lung cancer (NSCLC).
*Ascl1* (41)	+11.91 (p<0.0001)	Yes, both male & female	Small Cell Lung cancer. Hepatocellular carcinoma. Driver of Wnt11. Confers chemoresistance in breast cancer. Role in neuronal commitment and differentiation. Glioblastoma.
*Dct* (42)	+9.30 (p<0.0001)	No	Melanoma. Retinoblastoma. Confers radiation and chemoresistance. Melanogenic.
*Prok1* (43)	+8.32 (p<0.0001)	No	Colorectal cancer, angiogenic. Elevated in testis, prostate, ovarian, breast cancer. Central factor in human placentation with role in trophoblast invasion.
*Dntt* (61)	+5.16 (female)^*^ (p<0.0001)	No	Acute Lymphoblastic Leukemia (ALL), Chronic Myeloid Leukemia (CML). Expressed in pre-B and pre-T lymphoid cells. DNA nucleotide terminal transferase generating antigen receptor diversity.
*Cux2* (62)	+4.71 (p<0.0001)	Yes, male only	Thyroid cancer, breast cancer. Transcription factor controlling neuronal proliferation, dendrite branching and synapse formation.
*Igf1* (63)	+4.03 (p<0.0001)	No	Breast, prostate, thyroid cancer promotion
*Celsr1* (64)	+3.60 (p<0.0001)	No	Metastasis of scirrhous gastric cancer, ovarian cancer. Cadherin like, nerve formation during embryonic stage.
*Smad9* (65)	+3.21 (female)^*^ (p<0.0001)	No	Neuroblastoma. Transcriptional regulator in bone morphogenetic protein (BMP) signaling.
*Ar* (66)	+3.14 (p<0.0001)	No	Prostate cancer, breast cancer promotion.
*Tmprss4* (67)	+3.08 (p<0.0001)	Yes, male only	Thyroid carcinoma, pancreatic, breast, lung, liver, colon cancer. Transmembrane protease associated with Epithelial-Mesenchymal Transition (EMT), invasion and metastasis.
*Zap70* (68)	+2.11 (female)^*^ (p<0.002)	No	Chronic lymphocytic B-cell leukemia. Tyrosine kinase with role in T-cell development and lymphocyte activation.
*Nrep* (69)	+1.87 (p<0.0096)	No	Breast cancer, gastric cancer progression, non-alcoholic fatty liver disease (NAFLD). Neuronal regeneration, neuron differentiation in embryo and adult brain.
*Lratd2* (70)	+1.75 (p<0.0001)	Yes, male only	Glioma, breast cancer, pancreatic ductal adenocarcinoma, squamous cell carcinoma (SCC), prostate cancer. Ubiquitous expression.
*Bmper* (71)	+1.76 (female)^*^ (p<0.0068)	No	Malignant tumours of lung, colon, ovaries and uterus. Inhibits bone morphogenetic protein 2/4 (BMP2/4) action. Insulin sensitivity.
*Lamc2* (72)	+1.65 (female)^*^ (p<0.0129)	No	NSCLC. Promotes epidermal growth factor receptor (EGFR) membrane localization and biomarker for tyrosine kinase inhibitor sensitivity. Induces EMT and metastases in lung cancer cells.
*Lifr* (73)	+1.60 (p<0.0001)	No	Cancer stem cell activation. Melanoma promotion, pancreatic, lung cancer
*Wnt5b* (74)	+1.89 (female)^*^ (p<0.0001)	No	NSCLC. Instigates epithelial cancer cell invasion. Regulates chondrocyte cell stacking in growth plate.
*Wfdc2* (75)	+1.56 (p<0.0017)	No	Promotes ovarian cancer metastasis. Lung adenocarcinoma.
*Egfr* (76)	+1.41 (female)^*^ (p<0.0351)	No	Breast, lung cancer, hepatocellular cancer, liver regeneration. Receptor tyrosine kinase.
*Ajuba* (77)	+1.38 (female)^*^ (p<0.0001)	No	Colorectal cancer, head and neck squamous cell carcinoma. Regulates proliferation of skin stem cells through wingless-related integration site (Wnt) and Hippo signalling.

* Female mice only. Male mice showed no significant differences.

### 3.4 Effects of GHR-/- on genes of carbohydrate and lipid metabolism

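Cd36 (ENSMUSG00000002944; chromosome 5, 17986432 to 18094067, minus strand, GRCm39) averaged 2004 ± 1197 normalized counts (SD, n = 6) in GHR+/+ and 9632 ± 1351 in GHR-/- livers, a log2 fold change of -2.25 (standard error 0.29, limma p-adj = 0.000578). Scd2 (ENSMUSG00000025203; chromosome 19, 44281613 to 44295303, plus strand) averaged 432 ± 334 and 5502 ± 1547 normalized counts, with -3.70 (standard error 1.10, limma p-adj = 0.0272), and passed the threshold in 6 of 12 fits that left out 1 mouse. The counts of Pparg and Ppargc1a were not used here. Within the authors' deposited table of GHR+/+ against GHR-/- livers, Pparg was in the leading edge of 304 sets with a negative NES, Ppargc1a of 188 and Cd36 of 263, and all 3 of 0 sets with a positive NES.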

GHR-/- mice showed increased liver expression compared to GHR+/+ mice for four key genes implicated in carbohydrate and lipid metabolism: Cd36, Pparg, Ppargc1a and Scd2. However, AAV-HLP-mGHR treatment did not restore wild-type liver expression levels of these genes, although partial recovery is evident in the principal component analysis result in **Figure 1A** and in the statistically significant difference between GHR-/- and AAV-HLP-mGHR for Ppargc1 transcripts (see **Supplementary Tables 3**, **4**). This finding is consistent with the low level of GHR expression observed in AAV-HLP-mGHR-treated mice as shown in **Figure 2A** (left panel) and was confirmed by immunohistochemistry analysis of mGHR expression (**Supplementary Figure 3**). This supports the gene set enrichment analysis shown in **Figure 1D**, which indicated downregulated mitochondrial activity resulting from AAV-HLP-mGHR treatment. It is known that GHR deficiency increases lipid uptake and oxidation (44) via increased expression of Pgc1a and Pparg. Hence decreasing uptake of free fatty acids (FFA) would be expected to decrease mitochondrial oxidative phosphorylation (ox phos) and ATP production, as evident in the GSEA. 

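Cd36 averaged 9603 ± 2210.1 normalized counts (SD, n = 6) in AAV-HLP-mGHR livers. It did not differ from GHR-/- livers, with a log2 fold change of -0.030 (standard error 0.16, limma p-adj = 0.95), and GHR+/+ livers were lower than AAV-HLP-mGHR livers by -2.17 (standard error 0.32, limma p-adj = 0.00346). Scd2 was lower in AAV-HLP-mGHR than in GHR-/- livers, with -1.83 (standard error 0.32, limma p-adj = 0.00990). GHR+/+ livers differed from AAV-HLP-mGHR livers in Scd2 by -1.82 (standard error 2.10, limma p-adj = 0.578). The paper calls Scd2 in both of these comparisons. According to the authors' deposited table of AAV-HLP-mGHR against AAV-HLP-Luc livers, Ppargc1a was in the leading edge of 108 sets with a negative NES and Pparg of 204. By sex, the authors' deposited tables listed Ppargc1a in 104 such sets in males and 127 in females, and Pparg in 4 and 190. In the authors' deposited table of GHR+/+ against AAV-HLP-mGHR livers they were in 292 and 462. These tallies take in sets at any adjusted p. Of the 108 and 204 sets, 21 and 7 were GO biological process sets with an adjusted p under 0.05. Over both sexes the paper calls neither gene between AAV-HLP-mGHR and AAV-HLP-Luc, and by sex it calls Pparg in females alone. The AAV-HLP-mGHR mice were older than the GHR-/- and the GHR+/+ mice.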

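Of the 3 mitochondrial sets that were low under AAV-HLP-mGHR, 2 were also lower in GHR+/+ than in GHR-/- livers at an adjusted p under 0.05. The authors' deposited table of that comparison gave proton motive force-driven ATP synthesis an NES of -3.03 (p-adj = 2.35e-15), aerobic respiration -2.82 (p-adj = 7.82e-20) and mitochondrial translation -1.41 (p-adj = 0.149). The 59 nuclear oxidative phosphorylation genes differed by -0.31 between GHR+/+ and GHR-/- livers, with 58 of 59 lower and 30 called (exact permutation test, 2-sided, p = 0.00216, the smallest possible; 0.0162 after Benjamini-Hochberg adjustment), and by -0.24 without GHR-/- male 114, which stood far above its group. AAV-HLP-mGHR differed from GHR-/- livers by -0.23 (exact permutation test, p = 0.00649; adjusted 0.0325), by -0.15 without male 114 (exact permutation test, p = 0.0152) and with library totals, chosen after the data were seen, by -0.22 (exact permutation test, p = 0.0325; adjusted 0.162). GHR+/+ livers differed from AAV-HLP-mGHR livers by -0.082 (exact permutation test, p = 0.115). For the 11 mitochondrially encoded genes, GHR+/+ and GHR-/- livers differed by -0.37 (exact permutation test, p = 0.108), and by -0.18 without male 114.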

Partial lowering of Pgc1a and Pparg transcripts by mGHR is expected to facilitate decreased lipid uptake. 

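Lpl (ENSMUSG00000015568; chromosome 8, 69284603 to 69360100, plus strand, GRCm39), which encodes lipoprotein lipase, had 795 ± 426 normalized counts (SD, n = 3) in AAV-HLP-mGHR and 7348 ± 396 in AAV-HLP-Luc males, a ratio of means of 9.24. The log2 fold change was -3.37 (standard error 0.41, limma p-adj = 0.0359), and it passed the threshold in none of the 6 fits that left out 1 mouse. In females the means were 1319 ± 443 and 5096 ± 1768, a ratio of 3.86 and a log2 fold change of -1.99 (standard error 0.34, limma p-adj = 0.0928). With library totals the female limma p-adj was 0.0414, and in one fit over all libraries 0.00247. Over both sexes the log2 fold change was -2.62 (standard error 0.36, limma p-adj = 0.00470), and GHR+/+ livers differed from AAV-HLP-mGHR livers by -0.12 (standard error 0.49, limma p-adj = 0.900).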

In agreement with this view, Lpl expression decreased 9-fold in males and 3.9-fold in females following AAV-HLP-mGHR treatment.

### 3.5 Sex dependence of responses to AAV-HLP-mGHR

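Within males, limma-voom called 7 genes between AAV-HLP-mGHR and AAV-HLP-Luc livers (6 higher and 1 lower), and within females 9 (8 higher and 1 lower). One fit over all 24 libraries gave 44 in males and 14 in females. Without AAV-HLP-mGHR male 007, 0 genes were called in males, and without AAV-HLP-Luc female 016, 1 was called in females, against 17 without AAV-HLP-mGHR female 024. The log2 fold changes of both sexes correlated with r = 0.689 and rho = 0.185 across genes, and 55.3% of genes had the same direction. The real grouping gave the highest r of 10 divisions. A sex by treatment term was significant for 0 genes, and 128 had an unadjusted p under 0.05 for it. Igf1 rose by 4.69 in males (standard error 0.57, limma p-adj = 0.0359) and by 3.68 in females (standard error 0.37, limma p-adj = 0.0178). Lifr rose by 1.46 in males (standard error 0.25, limma p-adj = 0.121) and by 1.68 in females (standard error 0.18, limma p-adj = 0.0178). In males, Cyp2a4, a member of a family with close copies, rose by 4.58 and Kyat3 by 1.89 (limma p-adj = 0.0104 and 0.0359).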

We observed overall consistency between the sexes in gene responses to AAV-HLP-mGHR (**Figure 3A**; also see **Figure 1B**), as seen for genes in the Igf signaling pathway (Igf1, Igfals, Igfbp3). Genes uniquely responsive to GHR in one sex included Sox9, which showed increased expression in AAV-HLP-mGHR-treated female mice, and Gm36041, which was increased in AAV-HLP-mGHR treated male mice. 

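The counts of Sox9 and Gm36041 were not used here. The paper's complete tables of called genes hold both genes in both sexes, in opposite directions. The paper's log2 fold changes of Sox9 are -1.78 in males and 1.02 in females, and those of Gm36041 1.32 in males and -0.91 in females. These were the only 2 of the 147 genes in both of the paper's tables (570 genes in males, 482 in females) whose directions differed, with 113 higher and 32 lower in both sexes. Within the authors' deposited tables, Sox9 was in the leading edge of 221 sets with a negative NES in males and of 423 with a positive NES in females. A test of the difference between the sexes was not run for these genes.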

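Among the genes called between male and female GHR+/+ livers, the largest female-biased differences with groups that did not overlap were in Cyp2b9, at -14.26, Cyp2a4 at -12.47 and Prlr at -2.74 (log2, males over females; limma p-adj = 0.0192, 0.0391 and 0.00681). The largest male-biased ones were in Mup7, at 15.47, Ddx3y at 12.48 and Mup14 at 11.64 (limma p-adj = 0.0427, 0.0180 and 0.0153). Apart from that of Prlr, these fitted values rest on few counts in 1 sex (Cyp2b9 had 1 count in the 3 males, Ddx3y 0 in the females), depend on the prior count and are no bounds. The Mup, Cyp2a and Cyp2b families have close copies between which the counting can split reads. Egfr was higher in males by 2.30 (standard error 0.27, limma p-adj = 0.00843).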

To further investigate the effects of AAV-HLP-mGHR treatment on genes typically expressed in liver in a sex-specific manner, we first compared gene expression between GHR+/+ male and GHR+/+ female mice and identified 1378 male-biased genes and 1203 female-biased genes (**Supplementary Material File 5A**). We then examined the impact of GHR loss (GHR+/+ vs GHR-/- livers) and of mGHR treatment (AAV-HLP-mGHR vs AAV-HLP-Luc livers) in each sex. 

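Within males, limma-voom called 396 genes between GHR+/+ and GHR-/- livers, 210 higher and 186 lower in GHR+/+ mice, and 198 without GHR+/+ male 102. Across genes, the male over female difference in GHR+/+ livers followed the GHR+/+ over GHR-/- difference in males with r = 0.797. Both use the GHR+/+ males, and 20 simulations with unchanged groups gave a median r of 0.125 and at most 0.207. They drew each gene on its own, so r can vary more between real mice than in them. There were 123 genes called in both. The simulations called no gene, so they give no level for this count. Mup7, Hsd3b5 and Slco1a1 were higher in GHR+/+ males, by 16.90, 14.42 and 12.38 (log2), and Cyp2b13, Cyp2b9 and Sult2a2 were lower, at -14.94, -14.22 and -13.52. Their groups did not overlap, and the fitted values depend on the prior count.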

Importantly, 479 of 1371 (35%) of the genes that were upregulated in male GHR-/- compared to male GHR+/+ liver showed female-biased expression in wild-type liver, whereas only 1% of the upregulated genes were male-biased genes. Furthermore, 662 of 1543 downregulated genes (43%) were male-biased genes, whereas only 1.9% were female-biased genes (**Figure 3B**, first bar; **Supplementary Table 5****;** **Supplementary Material Files 6A–9B****).** In contrast, loss of GHR in female mouse liver (GHR-/-) resulted in similar effects on male-biased genes as on female-biased genes (**Supplementary Table 5****;** see percentages in row 4 vs percentages in row 2). Thus, loss of hepatic GHR resulted in significantly greater disruption of sex-biased gene expression in livers of male as compared to female mice. However, only a small fraction of sex-biased gene expression was restored by AAV-HLP-mGHR treatment (**Figure 3B**, columns 2 vs 1, and columns 4 vs 3).

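Within females, limma-voom called 116 genes between GHR+/+ and GHR-/- livers (64 higher and 52 lower), and 21 without GHR-/- female 132. The sex difference in GHR+/+ livers followed this difference with r = 0.215, against a median of -0.116 in 20 simulations with unchanged groups, and 27 genes were called in both. The simulations drew each gene on its own and leave out covariation between genes, which can widen the spread of r. They therefore cannot show whether 0.215 stands out. The paper's complete table for females was recounted. Among its 216 female-biased genes 58.3% were higher in GHR+/+ livers, and among its 196 male-biased genes 67.9% (Fisher's exact test, 2-sided, odds ratio 0.663, p = 0.0525; 0.07 after Benjamini-Hochberg adjustment over 4 tests). With a log2 fold change of at least 1 in size the odds ratio was 0.62 (Fisher's exact test, p = 0.163). The table that would give the same count in males was held only in part and was not tested. Cyp2a22 and Cyp2a5 were lower in GHR+/+ females, at -2.51 and -2.29, and Mup3 was higher by 3.34 (log2; limma p-adj = 0.0427, 0.0144 and 0.0176), all in families with close copies.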

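A score was computed per liver as the mean log2 normalized count of the 145 male-biased genes minus that of the 117 female-biased genes. It was 1.01 ± 0.043 (SD, n = 3) in GHR+/+ males and -1.27 ± 0.23 in GHR+/+ females. The genes were chosen on these libraries, so this contrast is not independent. It was -1.03 ± 0.18 in GHR-/- males and -1.55 ± 0.077 in GHR-/- females, which placed GHR-/- males nearer to GHR+/+ females than to GHR+/+ males. GHR-/- males stayed above GHR-/- females by 0.52 (exact permutation test, 2-sided, p = 0.1, the smallest that 3 mice against 3 allow). Without Ddx3y, left out after the data were seen, it was 0.45 (exact permutation test, p = 0.1). Scaling by library totals changed its male-biased part from 0.31 to 0.21 and its female-biased part from -0.21 to -0.31, and such scaling leaves their difference as it is.
The difference between the sexes in the effect of genotype was tested with an interaction term in limma-voom, which called 18 genes (10 with a positive and 8 with a negative term), and 261 had an unadjusted p under 0.05. The count was 7 without GHR-/- female 131 and 42 without GHR+/+ female 121. Of 100 relabellings of the sexes within both groups, 9 gave at least 18 genes. Such relabellings can keep the real sexes of the GHR+/+ mice, so this count cannot decide on chance. With the GHR+/+ mice alone relabelled, added after the data were seen, the real sexes gave the most genes of 10 groupings (highest other 0). From the counts of called sex-biased genes, the paper concludes that loss of the receptor disrupted sex-biased expression more in males than in females.

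**Figure D3:**
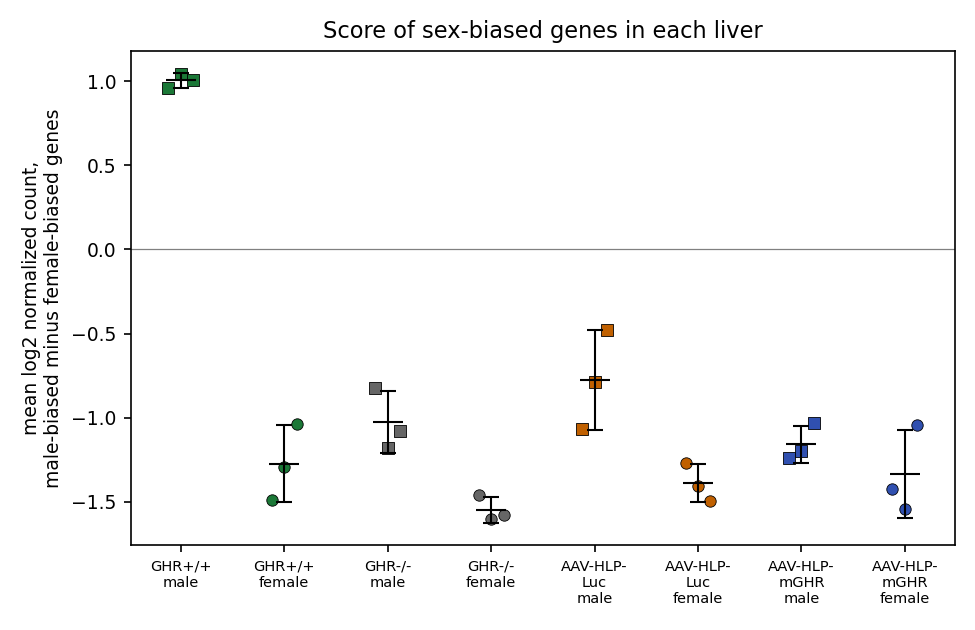
Score of sex-biased genes (mean log2 normalized count of 145 male-biased minus 117 female-biased genes, vertical axis) in each liver, by group and sex. Squares are males, circles are females, and bars are the mean ± SD of 3 mice; GHR+/+ males (1.01) lie above 0 and the other 7 means lie between -1.55 and -0.78.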

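AAV-HLP-mGHR males scored -1.16 ± 0.11 (SD, n = 3) and AAV-HLP-Luc males -0.78 ± 0.30 (exact permutation test, 2-sided, p = 0.2). AAV-HLP-mGHR females scored -1.34 ± 0.26 and AAV-HLP-Luc females -1.39 ± 0.11 (exact permutation test, p = 0.9). The smallest p possible with 3 mice in each group is 0.1. In males, the female-biased genes alone were higher under AAV-HLP-mGHR by 0.27 (exact permutation test, p = 0.1). With library totals, chosen after the data were seen, this was 0.32 (exact permutation test, p = 0.2). Males and females differed by 0.61 with AAV-HLP-Luc and by 0.18 with AAV-HLP-mGHR, or by 0.53 and 0.10 without the Y-linked Ddx3y. Much of this contrast rested on 2 mice that stood apart from their groups in other measures. The AAV-HLP-Luc difference was 0.46 without male 005, and the AAV-HLP-mGHR difference 0.33 without female 024.
In the paper's complete table of male genes called between AAV-HLP-mGHR and AAV-HLP-Luc, 72.9% of 118 female-biased genes and 39.4% of 71 male-biased genes were higher with AAV-HLP-mGHR (Fisher's exact test, 2-sided, odds ratio 4.13, p = 7.3e-06; 2.92e-05 after Benjamini-Hochberg adjustment). In the paper's complete table of females, they were 73.2% of 97 and 61.1% of 72 (Fisher's exact test, odds ratio 1.74, p = 0.133). With a log2 fold change of at least 1 in size, the male odds ratio was 3.56 (Fisher's exact test, p = 0.00166). Genes are not independent replicates in these tests. The male calls include AAV-HLP-Luc male 005, which had the highest score of sex-biased genes in its group (-0.477), and were not recounted without it.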

**Figure 3:**
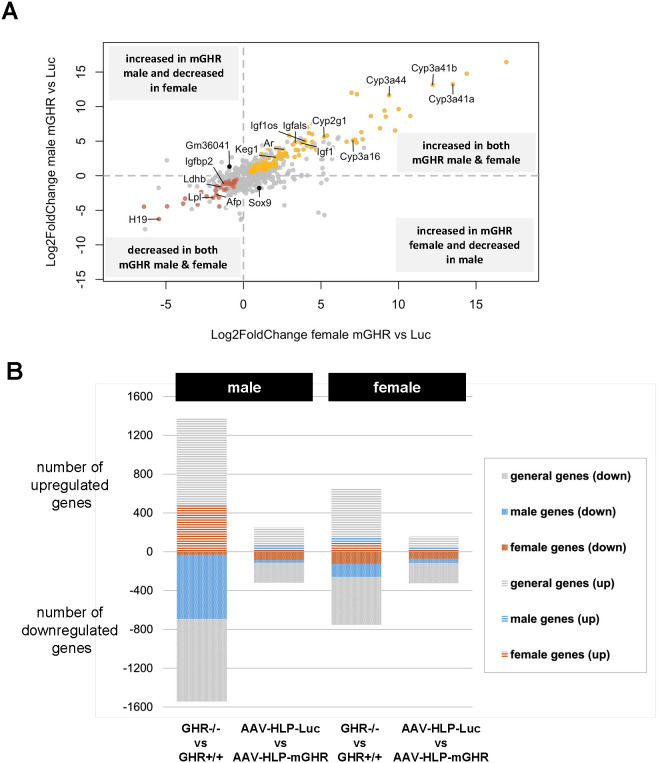
Differences between male and female rescue. **(A)** log fold-change plot of differentially expressed genes in AAV-HLP-mGHR compared to AAV-HLP-Luc, determined separately for male mice and for female mice. Statistically significant genes (p-adj < 0.05) are highlighted in yellow (upregulated in both male and female AAV-mGHR treated mice), brown (downregulated in both male and female AAV-mGHR treated mice) and black (enriched in either sex only), while gray indicates other not significant genes (p-adj >0.05). **(B)** number of differentially expressed genes (p-adj < 0.05) in GHR+/+ vs GHR-/- mice and AAV-mGHR vs AAV-Luc mice identified in each sex. Genes showing higher expression in male GHR+/+ mice than in female GHR +/+ mice (male-biased genes) are shown in blue (“male genes”), while genes showing higher expression in female GHR+/+ mice than in male GHR +/+ mice (female-biased genes) are shown in brown (“female genes”).

## 4 Discussion

In a prior study, we established and discussed the therapeutic efficacy of AAV-HLP-mGHR in a mouse model of Laron syndrome (19). We described the limitations observed in the treated mice, which were similar to some of the limitations found after treatment with IGF1 in patients. In the present study, we investigated the impact of AAV-HLP-mGHR treatment on the liver transcriptome of Laron mice, where mGHR expression in the liver is driven by a constitutively active, unregulated liver-specific promoter. Our findings highlight the limitations of *in vivo* gene replacement therapy when using a constitutively active promoter that does not recapitulate the complex regulation of the endogenous gene. AAV-HLP-mGHR−mediated expression of GHR partially restored hepatocyte GH responsiveness, as confirmed by the upregulation of IGF1 expression, as well as that of the acid-labile subunit and other IGF1-related genes. However, regulation mediated by the endogenous GHR promoter is absent, as is splicing regulation, and consequently, physiological control of hepatic GHR abundance and isoform composition, which directly impacts the generation and secretion of the mGHR splicing variant-derived GH-binding protein (45).

We observed an asymmetric impact of GHR loss on sex-biased gene expression in male liver, with many female-biased genes upregulated and many male-biased genes downregulated in GHR-/- liver. GHR loss thus recapitulates gene responses seen in male mouse liver following ablation of liver GH signaling after hypophysectomy (46), which leads to decreased expression of the many male-biased genes reliant on male plasma GH pulses and GH pulse-induced signaling via the transcription factor STAT5 (47). GHR loss also relieves inhibitory effects of the male pattern of pulsatile signaling on many female-biased genes, whose expression is derepressed in male liver upon loss of this signaling pathway (46). This sex-differential sensitivity to GHR levels, and the inability of AAV-HLP-mGHR to substantially restore sex-biased gene expression in liver has important implications for gene therapy approaches, suggesting that therapeutic strategies may need to be tailored based on biological sex to achieve optimal restoration of liver sexually dimorphic functions.

One possible explanation for incomplete restoration of sex-biased liver gene expression in AAV-HLP-mGHR–treated mice is that circulating IGF1 levels remain too low to fully re-establish normal hypothalamic–pituitary negative feedback on GH secretion. In GHR+/+ mice, liver-derived IGF1 exerts major negative feedback effects on pituitary somatotrophs and on hypothalamic GHRH/somatostatin circuits, thereby constraining overall GH output while preserving the sex-specific temporal pattern of GH secretion that underlies male- and female-biased liver transcriptional programs (48, 49). In our AAV-HLP-mGHR–treated GHR-/- mice, Igf1 expression was increased but reached only ~40–45% of wild-type liver levels, which may be insufficient to fully restore IGF1-mediated feedback inhibition of pituitary GH secretion. Under such conditions, pituitary GH output would be expected to increase to compensate for partial IGF1 deficiency, with the potential to override the normal male, high-amplitude, low-baseline GH pulse pattern, resulting in a more continuous GH profile that functionally resembles the female pattern. Loss of a robust male-pattern GH profile would be sufficient to disrupt male-biased hepatic gene expression even in the context of partially restored hepatocyte GHR expression. However, we were not able to test this hypothesis, as pituitary GH secretion profiles are technically challenging to measure in intact mice, requiring frequent serial blood sampling without introduction of stress.

Our findings of increased expression of cancer-associated genes in AAV-HLP-mGHR-treated livers compared to AAV-HLP-Luc-treated livers are surprising and novel. We acknowledge that, from a hepatic cancer viewpoint, the HLP promoter restricts oncogenic actions to the liver; however it remains important to examine the upregulation of oncogenes in the context of GH signaling, as the upregulated proto-oncogenes may contribute to the transformation ability of GH signaling in hepatocellular cancer. 

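The rise of mean Ghr FPKM from AAV-HLP-Luc to AAV-HLP-mGHR livers was 7.20% of the difference between GHR+/+ and GHR-/- livers. These are means over both sexes, with 6 mice in each group. As a share of the difference between GHR+/+ and AAV-HLP-Luc livers, the rise was 7.25%. As a share of that between GHR+/+ and GHR-/- livers, it was 6.08% with medians and 6.90% on mean normalized counts. AAV-HLP-mGHR males reached 15.4% of the FPKM of GHR+/+ males, and females 20.0% of that of GHR+/+ females.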

We observed significantly increased expression of 20 genes associated with cancer, covering a wide range of cancer types (**Table 1**), even though GHR levels were only 5% restored at the RNA level, and GHR protein levels were also very low following AAV-HLP-mGHR treatment. This is consistent with prior findings of increased GHR expression in a range of cancers, including malignant melanoma, B- and T-cell lymphoma, squamous cell lung carcinoma, and others (50). Oncomine data also indicate overexpression of GHR and GH in a variety of cancers, including prostate cancer, glioblastoma, T cell lymphoma, colon and ovarian cancers (51). These findings are consistent with observations that GHR function-deficient Laron dwarfs do not suffer from cancer and that rodents lacking functional GH or its receptor are less susceptible to cancers, including lymphoma, lung adenocarcinoma, mammary carcinoma and colon adenocarcinoma (51–54). Further study is needed to understand precisely why expression of GHR at a low level strongly induces certain cancer-associated genes, and whether cancer-associated gene induction might be reduced or avoided at higher, wild-type liver levels of GHR.

Importantly, AAV-HLP-mGHR treatment largely increased the expression of cancer-associated genes toward levels comparable to wild-type (GHR+/+) mice, whereas the AAV-HLP-Luc control vector did not induce oncogene upregulation relative to untreated GHR-/- Laron dwarf mice (**Supplementary Table 2**), supporting the safety profile of AAV vectors for gene therapy applications. However, AAV-HLP-mGHR increased expression of a small subset of genes beyond GHR+/+ levels (p-adj < 0.05), including proto-oncogenes such as Ascl1, Tmprss4 and others. Among these, Ascl1 was the only cancer-associated gene consistently elevated in both male and female mice compared with GHR+/+ controls, exhibiting a 4000-fold increase (log2FC: 11.97; p-adj: 5.69E-33) relative to wild-type GHR+/+ mice (mean FPKM in GHR+/+: 0 vs. mean FPKM in AAV-HLP-mGHR: 8.01). 

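The counts of Tmprss4 were not used here. According to the authors' deposited table of GHR+/+ against AAV-HLP-mGHR livers, Tmprss4 was in the leading edge of 21 sets with a negative NES and of 0 with a positive NES. In hand was A1bg, called higher in AAV-HLP-mGHR than in GHR+/+ males, with a fitted log2 fold change of -13.00 for GHR+/+ over AAV-HLP-mGHR (standard error 2.28, limma p-adj = 0.0109). In females it was not called, at -0.78 (standard error 1.67, limma p-adj = 0.817). Gm7086, which the paper does not discuss, was at 0 in all 3 GHR+/+ males and at least 16542-fold higher in AAV-HLP-mGHR males. The injected mice were older than the GHR+/+ mice.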

Ascl1 is highly expressed in SCLC, glial tumors and medullary thyroid cancer. In SCLC, Ascl1 drives the expression of protooncogenes including Ret, Mycl1, Sox2 and Bcl2, and is associated with treatment resistance (55); however, we did not observe upregulation of those genes in the AAV-HLP-mGHR-treated livers. While there are data suggesting that Ascl1 acts as a tumor suppressor in HCC (56), other evidence indicates that Hepatitis B virus promotes HCC progression through Ascl1 (57). The large fold change likely reflects negligible basal expression of Ascl1 in healthy, non-pregnant adult liver. Ascl1 is physiologically induced in the maternal liver to support a healthy pregnancy, showing marked upregulation (~26,000-fold on gestational days 13 and 15 relative to the prepregnancy state), where it plays a key role in regulating metabolic adaptations during pregnancy (58). Restoration of liver-specific mGHR expression via AAV-mediated gene therapy may therefore trigger a similar physiological transcriptional response that is not necessarily associated with increased hepatocellular carcinoma risk. Nevertheless, as elevated expression of Ascl1 has been associated with hepatitis B–related hepatocellular carcinoma (57), additional long-term studies are required to exclude potential oncogenic risks. It is highly relevant that hepatocellular cancer is known to be promoted by GH and use of pegvisomant is a therapeutic strategy for HCC treatment (59).

In summary, while there is improvement of body growth in GHR-deficient Laron mice after therapy with AAV-HLP-mGHR, whole transcriptome data showed unexpected differences in expression of growth and cancer-associated genes compared to metabolism-related genes, as well as significant differences in the impact of AAV-HLP-mGHR treatment on liver gene expression between male and female mice. Although some of these differences may be due to insufficient GHR RNA expression, the very high expression of some genes may be, in part, due to a constitutively active promoter without normal regulation of the endogenous GHR gene. Given the heterogeneity of mGHR expression seen on immunohistochemistry (**Supplementary Figure 3**), more detailed single-cell level analyses are an important area for future investigation, to determine optimum transfection levels and evaluate the diversity of expression of potential oncogenes and sex-related genes in individual cells. These findings may have implications for human gene therapies that routinely use such unregulated promoters.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE289769.

# Supplementary material for: GH-resistant (Laron) mice: gene therapy with a liver-specific GH receptor causes unbalanced upregulation of female-biased and growth-related genes
**Source:** Front Endocrinol (Lausanne). 2026 May 28;17:1808977. doi: 10.3389/fendo.2026.1808977
**Supplement:** Supplementary Table 1 — Genes rescued on-target.

Supplementary Table 1. Genes rescued on-target

# Supplementary material for: GH-resistant (Laron) mice: gene therapy with a liver-specific GH receptor causes unbalanced upregulation of female-biased and growth-related genes
**Source:** Front Endocrinol (Lausanne). 2026 May 28;17:1808977. doi: 10.3389/fendo.2026.1808977
**Supplement:** Supplementary Table 2 — Expression of cancer related genes.

Supplementary Table 2. Expression of cancer-related genes

| Male & Female Mice |         |                  |             |                        |             |                             |             |             |             |              |             |
|--------------------|---------|------------------|-------------|------------------------|-------------|-----------------------------|-------------|-------------|-------------|--------------|-------------|
|                    |         | GHR+/+ vs GHR-/- |             | GHR+/+ vs AAV-HLP-mGHR |             | AAV-HLP-mGHR vs AAV-HLP-Luc |             | mean fpkm   |             |              |             |
| ENS ID             | Gene    | log2FC           | p-adj       | log2FC                 | p-adj       | log2FC                      | p-adj       | GHR+/+      | GHR-/-      | AAV-HLP-mGHR | AAV-HLP-Luc |
| ENSMUSG00000022347 | A1bg    | 13.29125126      | 9.95222E-06 | 0.237983124            | NA          | 14.55511917                 | 2.94995E-62 | 173.2745326 | 0.0169753   | 138.7133271  | 0.005520957 |
| ENSMUSG00000022178 | Ajuba   | 1.814946037      | 6.20981E-23 | 1.099194735            | 1.19155E-08 | 1.014568436                 | 0.00098845  | 2.060616128 | 0.587785873 | 0.961950202  | 0.470874632 |
| ENSMUSG00000046532 | Ar      | 3.835417448      | 4.28022E-07 | -0.395359931           | 0.539450834 | 3.143555471                 | 5.15966E-08 | 1.502527443 | 0.106566814 | 1.921949735  | 0.222477413 |
| ENSMUSG00000020052 | Ascl1   | -1.49035351      | NA          | -11.96568383           | 5.68636E-33 | 11.90516121                 | 7.32514E-33 | 0           | 0.005745738 | 8.012979031  | 0           |
| ENSMUSG00000031963 | Bmper   | 1.787343983      | 0.005415823 | 0.190303867            | 0.876100586 | 0.444655701                 | 0.883530283 | 0.207226218 | 0.058854708 | 0.177994746  | 0.126243958 |
| ENSMUSG00000016028 | Celsr1  | 3.93972853       | 3.17521E-40 | 0.475417296            | 0.500063119 | 3.599829481                 | 1.9855E-27  | 1.328654447 | 0.085971479 | 0.946595889  | 0.077831112 |
| ENSMUSG00000042589 | Cux2    | 3.11023827       | 0.071122385 | -0.620030443           | 0.810495074 | 4.705044605                 | 3.48193E-13 | 1.858983311 | 0.212272532 | 2.728068883  | 0.106805522 |
| ENSMUSG00000022129 | Dct     | 10.2890877       | 2.61241E-23 | 0.944912389            | 0.270922309 | 9.299980526                 | 2.29221E-20 | 1.057740818 | 0           | 0.540247362  | 0           |
| ENSMUSG00000025014 | Dntt    | 5.295783713      | 1.83147E-09 | 0.995176257            | 0.242936337 | 5.033392474                 | 3.46448E-15 | 1.757327024 | 0.043941516 | 0.857884377  | 0.026380904 |
| ENSMUSG00000020122 | Egfr    | 4.547017793      | 3.95766E-17 | 3.144587524            | 3.2745E-06  | 0.005765843                 | NA          | 49.78299851 | 2.209099052 | 5.918841767  | 5.597838467 |
| ENSMUSG00000026479 | Lamc2   | 0.204156081      | 0.877268222 | -0.122268408           | 0.93822885  | 0.965374004                 | 0.360783338 | 0.090203724 | 0.075937588 | 0.096762909  | 0.04836037  |
| ENSMUSG00000054263 | Lifr    | 1.526974765      | 3.02111E-12 | 0.051465741            | 0.936252501 | 1.604119933                 | 1.96747E-14 | 33.83067566 | 11.76688147 | 32.9148817   | 10.77714336 |
| ENSMUSG00000072568 | Lratd2  | 1.148588947      | 0.13824598  | -0.239161276           | 0.860351003 | 1.746813563                 | 3.46072E-21 | 3.24803643  | 1.403995046 | 3.682443076  | 1.093758746 |
| ENSMUSG00000042834 | Nrep    | 3.719211156      | 7.78254E-14 | 1.977441399            | 0.000761579 | 1.865288358                 | 0.009565344 | 7.039929642 | 0.543129939 | 1.825570981  | 0.493554322 |
| ENSMUSG00000070368 | Prok1   | 10.03699037      | 4.32839E-26 | 1.19642107             | 0.356182734 | 8.316010697                 | 2.55242E-08 | 1.589731068 | 0           | 0.730369359  | 0.001263635 |
| ENSMUSG00000027796 | Smad9   | 5.524551732      | 2.09614E-33 | 2.882285193            | 0.009090823 | 2.849107661                 | 0.076785546 | 2.720699381 | 0.060410627 | 0.388992021  | 0.052469739 |
| ENSMUSG00000032091 | Tmprss4 | 1.075593794      | 0.402205614 | -2.168989804           | 0.013333668 | 3.083004624                 | 2.30776E-08 | 0.088773465 | 0.041629881 | 0.385704076  | 0.04621499  |
| ENSMUSG00000017723 | Wfdc2   | 2.414055         | 4.02703E-11 | 0.730329361            | 0.128280361 | 1.563342673                 | 0.001730462 | 3.043226729 | 0.57593608  | 1.849902229  | 0.624018535 |
| ENSMUSG00000030170 | Wnt5b   | 1.503310733      | 2.04186E-07 | 0.072322413            | 0.930551421 | 1.586886773                 | 9.80807E-05 | 2.44846126  | 0.857566333 | 2.326469112  | 0.763249978 |
| ENSMUSG00000026117 | Zap70   | 3.437053165      | 8.54688E-28 | 0.316086947            | 0.462096083 | 2.191517307                 | 0.000253816 | 4.239005374 | 0.394229785 | 3.364613045  | 0.735739893 |

| Male Mice Only     |        |                  |             |                        |             |                             |             |             |             |              |             |
|--------------------|--------|------------------|-------------|------------------------|-------------|-----------------------------|-------------|-------------|-------------|--------------|-------------|
|                    |        | GHR+/+ vs GHR-/- |             | GHR+/+ vs AAV-HLP-mGHR |             | AAV-HLP-mGHR vs AAV-HLP-Luc |             | mean fpkm   |             |              |             |
| ENS ID             | Gene   | log2FC           | p-adj       | log2FC                 | p-adj       | log2FC                      | p-adj       | GHR+/+      | GHR-/-      | AAV-HLP-mGHR | AAV-HLP-Luc |
| ENSMUSG00000022347 | A1bg   | 1.984258418      | NA          | -13.88915116           | 2.163E-29   | 14.75345754                 | 3.00068E-25 | 0.00820203  | 0           | 124.4088212  | 0.004216178 |
| ENSMUSG00000022178 | Ajuba  | 2.079828887      | 9.00122E-18 | 1.367465547            | 1.11152E-09 | 0.569020942                 | 0.416122945 | 1.789843997 | 0.422254936 | 0.692602158  | 0.466907339 |
| ENSMUSG00000046532 | Ar     | 4.539844222      | 3.68054E-45 | -1.114997794           | 1.43243E-12 | 3.807210821                 | 0.000565147 | 0.946395479 | 0.041089512 | 2.044427801  | 0.146210944 |
| ENSMUSG00000020052 | Ascl1  | NA               | NA          | -11.35777244           | 7.09607E-13 | 11.32698438                 | 5.31751E-12 | 0           | 0           | 5.751856048  | 0           |
| ENSMUSG00000031963 | Bmper  | 0.745369595      | 0.502592847 | -0.795073974           | 0.325165706 | -0.518626996                | 0.799992799 | 0.075156879 | 0.04486891  | 0.130284917  | 0.186544479 |
| ENSMUSG00000016028 | Celsr1 | 3.895759878      | 4.77665E-11 | 0.299047343            | 0.816842246 | 3.681558052                 | 3.16568E-28 | 1.079337437 | 0.072386517 | 0.875447306  | 0.068128329 |
| ENSMUSG00000042589 | Cux2   | -0.268147167     | 0.850862021 | -5.880812661           | 2.03491E-66 | 6.187861898                 | 5.76238E-59 | 0.033207306 | 0.039806552 | 1.955295991  | 0.026547731 |
| ENSMUSG00000022129 | Dct    | 10.21799483      | 2.6314E-15  | 0.64074917             | 0.125330823 | 9.416323391                 | 5.73825E-12 | 1.006583699 | 0           | 0.644936835  | 0           |
| ENSMUSG00000025014 | Dntt   | 5.094921691      | 0.00074035  | 0.255100347            | 0.901190555 | 4.894222949                 | 0.09005493  | 1.099606834 | 0.032325356 | 0.922411737  | 0.030903924 |
| ENSMUSG00000020122 | Egfr   | 5.289396121      | 7.0087E-101 | 4.291427913            | 2.19387E-74 | -0.995944104                | 0.675117068 | 82.20568724 | 2.094042804 | 4.182425307  | 8.31927699  |

|                    |         |              |             |              |             |              |             |             |             |             |             |
|--------------------|---------|--------------|-------------|--------------|-------------|--------------|-------------|-------------|-------------|-------------|-------------|
| ENSMUSG00000026479 | Lamc2   | -1.441438786 | 0.112814237 | -1.053991313 | 0.335099157 | -0.071774759 | 0.979910277 | 0.023500817 | 0.06364274  | 0.048709715 | 0.050734527 |
| ENSMUSG00000054263 | Lifr    | 1.683932074  | 0.001856711 | 0.37412666   | 0.709981973 | 1.519244818  | 7.88224E-10 | 33.16482719 | 10.28218566 | 25.48810301 | 8.878606617 |
| ENSMUSG00000072568 | Lratd2  | -0.563482187 | 0.016873385 | -1.918869712 | 8.05916E-24 | 1.727356382  | 1.82934E-12 | 0.876280151 | 1.290034634 | 3.303666117 | 0.99486364  |
| ENSMUSG00000042834 | Nrep    | 4.460720694  | 2.76841E-10 | 2.860244923  | 0.0001058   | 1.381671817  | 0.02289632  | 6.353395748 | 0.287894065 | 0.873622331 | 0.334547657 |
| ENSMUSG00000070368 | Prok1   | 10.33372248  | 1.71004E-11 | 3.304882981  | 0.000965793 | 6.865534334  | 7.72262E-05 | 1.984444446 | 0           | 0.200829023 | 0           |
| ENSMUSG00000027796 | Smad9   | 6.59885599   | 8.37357E-56 | 6.012052741  | 8.54362E-12 | 0.812950567  | 0.800603571 | 2.935479441 | 0.030332369 | 0.045225419 | 0.025541783 |
| ENSMUSG00000032091 | Tmprss4 | -0.383453464 | 0.890032585 | -4.338944799 | 2.65042E-09 | 3.54039888   | 1.64199E-07 | 0.026831633 | 0.034873721 | 0.540453818 | 0.045641987 |
| ENSMUSG00000017723 | Wfdc2   | 2.95154917   | 3.72221E-09 | 1.126472946  | 0.043794219 | 1.73427707   | 0.027725982 | 3.003124178 | 0.387879202 | 1.374193134 | 0.407709397 |
| ENSMUSG00000030170 | Wnt5b   | 1.399042783  | 0.000147221 | 0.121798007  | 0.952137748 | 1.334452162  | 0.391760164 | 2.378741294 | 0.901354124 | 2.186278823 | 0.862871139 |
| ENSMUSG00000026117 | Zap70   | 3.922855034  | 1.8953E-38  | 0.049447     | 0.949436838 | 2.282905837  | 0.148264668 | 3.163241881 | 0.208653159 | 3.054555261 | 0.625922698 |

| Female Mice Only   |         |                  |             |                        |             |                             |             |             |             |              |             |
|--------------------|---------|------------------|-------------|------------------------|-------------|-----------------------------|-------------|-------------|-------------|--------------|-------------|
|                    |         | GHR+/+ vs GHR-/- |             | GHR+/+ vs AAV-HLP-mGHR |             | AAV-HLP-mGHR vs AAV-HLP-Luc |             | mean fpkm   |             |              |             |
| ENS ID             | Gene    | log2FC           | p-adj       | log2FC                 | p-adj       | log2FC                      | p-adj       | GHR+/+      | GHR-/-      | AAV-HLP-mGHR | AAV-HLP-Luc |
| ENSMUSG00000022347 | A1bg    | 13.29779326      | 4.01286E-09 | 1.174125807            | 0.716335789 | 14.40087536                 | 8.13829E-40 | 346.5408632 | 0.0339506   | 153.017833   | 0.006825736 |
| ENSMUSG00000022178 | Ajuba   | 1.628387477      | 2.82014E-15 | 0.915524784            | 1.74494E-06 | 1.376056893                 | 4.39506E-06 | 2.331388259 | 0.753316811 | 1.231298247  | 0.474841924 |
| ENSMUSG00000046532 | Ar      | 3.577893745      | 0.002654935 | 0.187692319            | 0.88877717  | 2.588295947                 | 0.000533574 | 2.058659407 | 0.172044117 | 1.799471669  | 0.298743882 |
| ENSMUSG00000020052 | Ascl1   | -2.681487498     | NA          | -12.49493316           | 1.71416E-22 | 12.40673739                 | 2.39106E-22 | 0           | 0.011491476 | 10.27410201  | 0           |
| ENSMUSG00000031963 | Bmper   | 2.22166791       | 0.000453401 | 0.585561984            | 0.512078582 | 1.763378065                 | 0.006753543 | 0.339295556 | 0.072840506 | 0.225704575  | 0.065943438 |
| ENSMUSG00000016028 | Celsr1  | 3.977807332      | 1.3318E-17  | 0.62548589             | 0.577071921 | 3.535836938                 | 0.000148814 | 1.577971457 | 0.09955644  | 1.017744473  | 0.087533895 |
| ENSMUSG00000042589 | Cux2    | 3.255087971      | 0.00236915  | 0.067100692            | 0.969625486 | 4.22139577                  | 8.2189E-20  | 3.684759316 | 0.384738512 | 3.500841774  | 0.187063314 |
| ENSMUSG00000022129 | Dct     | 10.36119603      | 1.33623E-08 | 1.340190964            | 0.460369907 | 9.09628638                  | 5.8649E-06  | 1.108897937 | 0           | 0.435557889  | 0           |
| ENSMUSG00000025014 | Dntt    | 5.420849181      | 6.25636E-05 | 1.599952013            | 0.112745775 | 5.159504501                 | 7.06254E-11 | 2.415047214 | 0.055557675 | 0.793357016  | 0.021857884 |
| ENSMUSG00000020122 | Egfr    | 2.897102462      | 1.0505E-102 | 1.175627565            | 0.053780846 | 1.408562552                 | 0.035074618 | 17.36030978 | 2.3241553   | 7.655258227  | 2.876399944 |
| ENSMUSG00000026479 | Lamc2   | 0.808309994      | 0.299735648 | 0.105744968            | 0.920918723 | 1.6461541                   | 0.012854243 | 0.15690663  | 0.088232435 | 0.144816103  | 0.045986213 |
| ENSMUSG00000054263 | Lifr    | 1.375664482      | 1.28162E-13 | -0.231149986           | 0.488151165 | 1.667531218                 | 4.1848E-18  | 34.49652413 | 13.25157727 | 40.34166039  | 12.6756801  |
| ENSMUSG00000072568 | Lratd2  | 1.880780218      | 2.43957E-23 | 0.463132094            | 0.132959792 | 1.76445894                  | 5.52691E-15 | 5.61979271  | 1.517955457 | 4.061220034  | 1.192653851 |
| ENSMUSG00000042834 | Nrep    | 3.266888668      | 3.61731E-09 | 1.469957591            | 0.006446023 | 2.08679507                  | 0.00350775  | 7.726463536 | 0.798365812 | 2.777519631  | 0.652560987 |
| ENSMUSG00000070368 | Prok1   | 9.608518247      | 2.87898E-13 | -0.080015827           | 0.973385664 | 8.802760741                 | 9.66985E-06 | 1.19501769  | 0           | 1.259909695  | 0.00252727  |
| ENSMUSG00000027796 | Smad9   | 4.78494972       | 3.56174E-12 | 1.769833485            | 3.28303E-10 | 3.207625824                 | 6.96603E-19 | 2.505919321 | 0.090488884 | 0.732758623  | 0.079397695 |
| ENSMUSG00000032091 | Tmprss4 | 1.647940339      | 0.356179956 | -0.602005552           | 0.699356809 | 2.316393446                 | 0.009541393 | 0.150715297 | 0.048386041 | 0.230954333  | 0.046787992 |
| ENSMUSG00000017723 | Wfdc2   | 1.998190639      | 1.11674E-10 | 0.400601281            | 0.434801552 | 1.470356156                 | 0.001718053 | 3.08332928  | 0.763992957 | 2.325611323  | 0.840327674 |
| ENSMUSG00000030170 | Wnt5b   | 1.62247983       | 6.04386E-07 | 0.021355994            | 0.975502678 | 1.886751839                 | 8.65182E-13 | 2.518181226 | 0.813778542 | 2.4666594    | 0.663628817 |
| ENSMUSG00000026117 | Zap70   | 3.199476236      | 2.05483E-40 | 0.52665864             | 0.050965438 | 2.117857429                 | 0.001160222 | 5.314768866 | 0.579806411 | 3.674670829  | 0.845557087 |

# Supplementary material for: GH-resistant (Laron) mice: gene therapy with a liver-specific GH receptor causes unbalanced upregulation of female-biased and growth-related genes
**Source:** Front Endocrinol (Lausanne). 2026 May 28;17:1808977. doi: 10.3389/fendo.2026.1808977
**Supplement:** Supplementary Table 3 — Unaltered carbohydrate and lipid.

**Supplementary Table 3.** Unaltered Expression of Carbohydrate and Lipid Metabolism-Related Genes in AAV-HLP-mGHR Treated Mice Compared to AAV-HLP-Luc Controls.

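Supplementary Table 3 lists genes of carbohydrate and lipid metabolism under AAV-HLP-mGHR against AAV-HLP-Luc, of which Cd36, Scd1, Scd2, Fasn and Ppara were among the genes in hand. Over both sexes, Cd36 had a log2 fold change of 0.23 (standard error 0.18, limma p-adj = 0.604), Ppara 0.39 (standard error 0.12, limma p-adj = 0.145), Fasn 0.42 (standard error 0.33, limma p-adj = 0.605) and Scd1 -0.048 (standard error 0.45, limma p-adj = 0.967). Cd36 was highest in AAV-HLP-Luc male 001, Ppara lowest in GHR-/- male 114 and Scd1 lowest in AAV-HLP-mGHR female 024, each far from its group. Scd2 had 1762 ± 894 normalized counts (SD, n = 6) in AAV-HLP-mGHR and 9904 ± 12690.1 in AAV-HLP-Luc livers, with ranges that did not overlap and a log2 fold change of -2.12 (standard error 0.62, limma p-adj = 0.119). AAV-HLP-Luc male 005 alone had 35570.2, and the other 5 AAV-HLP-Luc mice averaged 4770.2 ± 1914 (SD, n = 5), which lowers the ratio of means from 5.62 to 2.71. The log2 fold change without this mouse was -1.60 (standard error 0.36, limma p-adj = 0.0543). A sex covariate gave limma p-adj = 0.0387 for Scd2, and one limma fit over all libraries p-adj = 0.00753.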

| Gene                    | Log2 Fold Change<br>AAV-GHR/AAV-Luc | Significance, $p_{adj}$ | Sex                  |
|-------------------------|-------------------------------------|-------------------------|----------------------|
| <i>Cd36</i>             | 0.272                               | Not Significant         | Both Male and Female |
| <i>Ppara</i>            | 0.411                               | 0.0691                  |                      |
| <i>Pparg</i>            | -0.343                              | Not Significant         |                      |
| <i>Pgcl1 (Ppargcl1)</i> | -0.470                              | Not Significant         |                      |
| <i>Scd1</i>             | 0.0972                              | Not Significant         |                      |
| <i>Scd2</i>             | -2.49                               | 0.0172                  |                      |
| <i>Scd3</i>             | 0.533                               | Not Significant         |                      |
| <i>Scd4</i>             | 0.258                               | Not Significant         |                      |
| <i>Fasn</i>             | 0.439                               | Not Significant         |                      |
| <i>Cd36</i>             | 0.410                               | Not Significant         | Male                 |
| <i>Ppara</i>            | 0.395                               | Not Significant         |                      |
| <i>Pparg</i>            | -0.0867                             | Not Significant         |                      |
| <i>Pgcl1 (Ppargcl1)</i> | -0.559                              | Not Significant         |                      |
| <i>Scd1</i>             | 0.0480                              | Not Significant         |                      |
| <i>Scd2</i>             | -2.77                               | 0.0577                  |                      |
| <i>Scd3</i>             | 1.34                                | Not Significant         |                      |
| <i>Scd4</i>             | 1.39                                | Not Significant         |                      |
| <i>Fasn</i>             | 0.304                               | Not Significant         |                      |
| <i>Cd36</i>             | 0.0688                              | Not Significant         | Female               |
| <i>Ppara</i>            | 0.427                               | Not Significant         |                      |
| <i>Pparg</i>            | -0.622                              | 0.000489                |                      |
| <i>Pgcl1 (Ppargcl1)</i> | -0.408                              | Not Significant         |                      |
| <i>Scd1</i>             | 0.197                               | Not Significant         |                      |
| <i>Scd2</i>             | -1.57                               | 0.0604                  |                      |
| <i>Scd3</i>             | -0.638                              | Not Significant         |                      |
| <i>Scd4</i>             | 0.00955                             | Not Significant         |                      |
| <i>Fasn</i>             | 0.628                               | Not Significant         |                      |

# Supplementary material for: GH-resistant (Laron) mice: gene therapy with a liver-specific GH receptor causes unbalanced upregulation of female-biased and growth-related genes
**Source:** Front Endocrinol (Lausanne). 2026 May 28;17:1808977. doi: 10.3389/fendo.2026.1808977
**Supplement:** Supplementary Table 4 — Expression of carbohydrate and lipid.

**Supplementary Table 4.** Expression of carbohydrate and lipid metabolism-related genes

| ENS ID             | Gene     | GHR+/+ vs GHR-/- |             | GHR+/+ vs AAV-HLP-mGHR |             | AAV-HLP-mGHR vs AAV-HLP-Luc |             | AAV-HLP-mGHR vs GHR-/- |             | mean fpkm   |             |              |             |
|--------------------|----------|------------------|-------------|------------------------|-------------|-----------------------------|-------------|------------------------|-------------|-------------|-------------|--------------|-------------|
|                    |          | log2FC           | p-adj       | log2FC                 | p-adj       | log2FC                      | p-adj       | log2FC                 | p-adj       | GHR+/+      | GHR-/-      | AAV-HLP-mGHR | AAV-HLP-Luc |
| ENSMUSG00000002944 | Cd36     | -2.316624109     | 5.91558E-09 | -2.341681245           | 2.07787E-07 | 0.271628722                 | 0.812698285 | 0.022833866            | 0.987147238 | 14.92082444 | 72.05449553 | 72.61919804  | 60.4975826  |
| ENSMUSG00000069922 | Ces3a    | 3.334595154      | 3.17834E-09 | 1.890413923            | 1.80367E-06 | 1.510722019                 | 8.32531E-05 | 1.440974959            | 0.053913772 | 505.9338047 | 50.53566215 | 137.0868819  | 47.8467328  |
| ENSMUSG00000021416 | Eci3     | 4.107489823      | 0.142156782 | -0.55156398            | 0.887616264 | 5.330877511                 | 1.13607E-11 | 4.645397329            | 4.07677E-07 | 2.671377632 | 0.153127492 | 3.673250478  | 0.092489209 |
| ENSMUSG00000025153 | Fasn     | 0.804988488      | 0.30772297  | 0.528734037            | 0.628320452 | 0.439245442                 | 0.755269605 | 0.273607462            | 0.808760331 | 84.84531201 | 47.2660114  | 57.06825313  | 41.68525028 |
| ENSMUSG00000015568 | Lpl      | -2.584953933     | 2.38919E-10 | -0.197433306           | 0.853824954 | -2.586961024                | 9.08052E-17 | -2.389227989           | 1.34445E-11 | 2.355522488 | 13.80496203 | 2.685733661  | 15.7337342  |
| ENSMUSG00000022383 | Ppara    | -0.378043011     | 0.122463152 | -0.79861432            | 3.94686E-09 | 0.410954786                 | 0.069119247 | 0.417647001            | 0.240306082 | 31.51560488 | 41.11491195 | 54.8002222   | 41.12548938 |
| ENSMUSG00000000440 | Pparg    | -1.419547183     | 1.2167E-09  | -0.919626341           | 0.001076033 | -0.342853649                | 0.353558357 | -0.502346254           | 0.052115717 | 3.648215008 | 9.624678535 | 6.815101752  | 8.722211261 |
| ENSMUSG00000029167 | Ppargc1a | -1.519691713     | 5.41115E-12 | -0.875099407           | 0.003898527 | -0.470426237                | 0.385033599 | -0.647424713           | 0.019596817 | 1.493462114 | 4.178871977 | 2.71641299   | 3.750887893 |
| ENSMUSG00000037071 | Scd1     | 0.106272267      | 0.868522336 | 0.556881369            | 0.41509607  | 0.097183161                 | 0.986892861 | -0.452461682           | 0.711726699 | 1872.453203 | 1691.522469 | 1233.573826  | 1147.06625  |
| ENSMUSG00000025203 | Scd2     | -3.741661515     | 2.29093E-18 | -2.133362729           | 0.000528447 | -2.492734674                | 0.017161921 | -1.610821706           | 0.001253904 | 2.092729473 | 27.02457144 | 8.726671109  | 47.96812627 |
| ENSMUSG00000025202 | Scd3     | -0.035658178     | 0.987034031 | 1.398236177            | 0.075923329 | 0.532998665                 | 0.839277841 | -1.426604948           | 0.316499385 | 0.19344328  | 0.190054106 | 0.071888603  | 0.049290344 |
| ENSMUSG00000050195 | Scd4     | 0.915581724      | 0.557198911 | 0.459986702            | 0.811667443 | 0.258144389                 | 0.985796445 | 0.442820245            | 0.942663665 | 0.020709701 | 0.010849607 | 0.014799029  | 0.012293948 |

# Supplementary material for: GH-resistant (Laron) mice: gene therapy with a liver-specific GH receptor causes unbalanced upregulation of female-biased and growth-related genes
**Source:** Front Endocrinol (Lausanne). 2026 May 28;17:1808977. doi: 10.3389/fendo.2026.1808977
**Supplement:** Supplementary Table 5 — Distribution of sex-biased genes.

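Supplementary Table 5 counts called genes by sex bias in GHR+/+ livers, and its comparisons place AAV-HLP-Luc and GHR-/- first, so that its upregulated genes are the ones lower in AAV-HLP-mGHR or GHR+/+ livers. A recount of the paper's complete tables of called genes gave, for males with AAV-HLP-mGHR against AAV-HLP-Luc, 86 female-biased, 28 male-biased and 205 other genes among the 319 higher with AAV-HLP-mGHR, and 32, 43 and 176 among the 251 lower. For females the recount gave 71, 44 and 210 among 325 higher and 26, 28 and 103 among 157 lower. For GHR+/+ against GHR-/- females it gave 126, 133 and 494 among 753 higher and 90, 63 and 500 among 653 lower. The line on males without the receptor was not recounted, since the table behind it was held in part.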

**Supplementary Table 5.** Distribution of sex-biased genes.

| Sex    | Comparison                                  | Number of<br>Up regulated genes |                          |                | Number of<br>Down regulated genes |                          |                |
|--------|---------------------------------------------|---------------------------------|--------------------------|----------------|-----------------------------------|--------------------------|----------------|
|        |                                             | Female<br>-biased<br>genes      | Male-<br>biased<br>genes | Other<br>genes | Female-<br>biased<br>genes        | Male-<br>biased<br>genes | Other<br>genes |
| Male   | GHR <sup>-/-</sup> vs<br>GHR <sup>+/+</sup> | 479<br>(34.9%)                  | 13<br>(0.9%)             | 879<br>(64.1%) | 30<br>(1.9%)                      | 662<br>(42.9%)           | 851<br>(55.2%) |
| Male   | AAV-HLP-Luc vs<br>AAV-HLP-mGHR              | 32<br>(12.7%)                   | 43<br>(17.1%)            | 176<br>(70.1%) | 86<br>(27.0%)                     | 28<br>(8.8%)             | 205<br>(64.3%) |
| Female | GHR <sup>-/-</sup> vs<br>GHR <sup>+/+</sup> | 90<br>(13.8%)                   | 63<br>(9.6%)             | 500<br>(76.6%) | 126<br>(16.7%)                    | 133<br>(17.7%)           | 494<br>(65.6%) |
| Female | AAV-HLP-Luc vs<br>AAV-HLP-mGHR              | 26<br>(16.6%)                   | 28<br>(17.8%)            | 103<br>(65.6%) | 71<br>(21.8%)                     | 44<br>(13.5%)            | 210<br>(64.6%) |

Percentages are based on the total numbers of genes up regulated or down regulated in each row.

# Supplementary material for: GH-resistant (Laron) mice: gene therapy with a liver-specific GH receptor causes unbalanced upregulation of female-biased and growth-related genes
**Source:** Front Endocrinol (Lausanne). 2026 May 28;17:1808977. doi: 10.3389/fendo.2026.1808977
**Supplement:** Supplementary file 9

**List of Supplementary Materials**

Differentially-expressed gene (DE-gene) file is in excel format

Geneset enrichment file is in tab-delimited format

**Comparison between experimental groups (combining male and female in each group)**

| **Filename** | **Comparison Group** | **Reference Group** | **Analysis** |
| --- | --- | --- | --- |
| 1A | AAV-HLP-Luc | GHR-/- | DE-gene |
| 1B | AAV-HLP-Luc | GHR-/- | Geneset enrichment |
| 2A | AAV-HLP-mGHR | AAV-HLP-Luc | DE-gene |
| 2B | AAV-HLP-mGHR | AAV-HLP-Luc | Geneset enrichment |
| 3A | GHR+/+ | AAV-HLP-mGHR | DE-gene |
| 3B | GHR+/+ | AAV-HLP-mGHR | Geneset enrichment |
| 4A | GHR+/+ | GHR-/- | DE-gene |
| 4B | GHR+/+ | GHR-/- | Geneset enrichment |

**Gender-specific genes in wild-type mice**

| **Filename** | **Comparison Group** | **Reference Group** | **Analysis** |
| --- | --- | --- | --- |
| 5A | GHR+/+ Male | GHR+/+ Female | DE-gene |
| 5B | GHR+/+ Male | GHR+/+ Female | Geneset enrichment |

**Comparison between experimental groups by gender**

| **Filename** | **Comparison Group** | **Reference Group** | **Analysis** |
| --- | --- | --- | --- |
| 6A | AAV-HLP-mGHR Male | AAV-HLP-Luc Male | DE-gene |
| 6B | AAV-HLP-mGHR Male | AAV-HLP-Luc Male | Geneset enrichment |
| 7A | GHR+/+ Male | GHR-/- Male | DE-gene |
| 7B | GHR+/+ Male | GHR-/- Male | Geneset enrichment |
| 8A | GHR+/+ Male | AAV-HLP-mGHR Male | DE-gene |
| 8B | GHR+/+ Male | AAV-HLP-mGHR Male | Geneset enrichment |
| 9A | AAV-HLP-mGHR Female | AAV-HLP-Luc Female | DE-gene |
| 9B | AAV-HLP-mGHR Female | AAV-HLP-Luc Female | Geneset enrichment |
| 10A | GHR+/+ Female | GHR-/- Female | DE-gene |
| 10B | GHR+/+ Female | GHR-/- Female | Geneset enrichment |
| 11A | GHR+/+ Female | AAV-HLP-mGHR Female | DE-gene |
| 11B | GHR+/+ Female | AAV-HLP-mGHR Female | Geneset enrichment |

**Gene expression matrix and annotation of experimental design**

12A Gene expression matrix (raw counts)

12B Gene expression matrix (fpkm normalized)

12C Annotation file

How the deposited data were processed for this re-analysis (not part of the article)

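RNA from the livers of 24 mice was sequenced, with 3 males and 3 females in each of the GHR+/+, GHR-/-, AAV-HLP-Luc and AAV-HLP-mGHR groups. Each mouse gave 1 library and carried its own animal number, so each mouse is 1 replicate. The treated mice were killed at 30 to 31 weeks of age and the others at 21 weeks.

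The authors prepared stranded poly(A) libraries, sequenced them on a NovaSeq instrument, cleaned the reads with fastp, mapped them to mm39 with Hisat2 and counted reads per gene with featureCounts. The authors tested groups with DESeq2 and ran fgsea on ranked genes. The deposited tables hold, for each of 9 comparisons and each gene set, the enrichment score and normalized enrichment score (NES) as the authors computed them, the authors' p-value and adjusted p-value, the expected error of the log2 p, the set size and the leading-edge genes. The statistic by which genes were ranked is not named in the paper's text. An NES depends on that ranking, and sets share genes, so sets are not independent.

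The count of reads per gene and the FPKM of each gene, both made by the authors, were read from the supplementary tables. The count table in hand holds 1999 of 56748 genes and the FPKM table 1301 of 56748, so no test was run over the genes outside them, and the number of calls cannot be set beside a count over all genes. All per-sample columns were used (0 were not used). The constant ratio of count to FPKM, over 33 genes with a single annotated transcript, gave the total of reads behind each FPKM, 31199807 to 47858687 per library. A symbol was taken from the paper's tables for 1707 genes and from GENCODE M39 for 292. Coordinates are those of GENCODE M39 on GRCm39, the assembly the authors mapped to.

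Counts were scaled by median-of-ratios size factors and tested with limma 3.58.1 in R 4.3.3 (voom weights and moderated tests), with Benjamini-Hochberg adjustment and a threshold of 0.05. Each comparison was fitted on its own libraries. No sex term was used, after the paper's design, which pools the sexes. Whether the authors fitted each pair of groups alone is not stated in the paper's methods. The procedure was tested on simulated counts with 200 changed genes. Depending on the comparison between 2 groups, 80% to 98% of 2-fold and 91% to 100% of 4-fold changes were recovered, and 4 to 14 unchanged genes were called. The simulated counts held no sex difference within a group and no covariation between genes. These shares can therefore overstate what the tests find in the real counts. Single values were compared by exact permutation tests, 2-sided, for which 6 mice against 6 allow no p under 0.00216 and 3 against 3 none under 0.1. Ratios of low counts carry 95% counting intervals, and a group at 0 was set to a floor of 3 counts. Both cover counting error only. Other analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

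The genes named are the genes that the paper's results text, Table 1, the supplementary gene tables or Fig. 3A name and that the count table in hand holds (15 of 28), and for each comparison the 3 largest rises and 3 largest falls among the called genes whose groups do not overlap and whose symbol is in the paper's tables. The gene sets named are the 43 the paper names and the 3 highest and 3 lowest NES of each table. This rule, the tests and most alternatives were set before the data were examined. Lists of oxidative phosphorylation, mitochondrially encoded, ribosomal protein, fatty acid oxidation, xenobiotic enzyme and acute-phase genes were written after the enrichment tables had been seen. Lists of leukocyte and erythrocyte genes had 2 and 1 genes in hand, under the minimum of 3, and were not compared between groups. Scores are the mean of log2(normalized count + 1).

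The alternatives were library totals in place of size factors, limma-trend in place of voom, genes with at least 10 counts in every library, one fit over all 24 libraries, a sex covariate, leaving out each mouse in turn, medians in place of means, another pseudocount and unit variance for the principal components, sets of at least 50 genes, all collections of sets, Benjamini-Hochberg adjustment over the GO biological process sets alone and the later version of the enrichment tables. Other groupings of the same mice were drawn with a fixed seed, at most 100. Their correlations were compared with the real one by size, without the sign. Some genes that the paper names are not reported here. Counts of genes outside the table in hand, and overlaps that rest on tables held in part, were not analysed here.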

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

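Apart from the tests on words of 31 bases shared between transcripts and on a response shared by 2 mice, the tests of explanations below were chosen after the result had been seen. In 92 groups of 6 mice (genes, gene lists and principal components by group), 14 had a highest or lowest mouse whose gap to the next, divided by the range of the group, was above Dixon's critical value of 0.625. Chance alone gives this in about 1 in 20 groups. The scale (log2 for genes, FPKM for Ghr and Igf1) and the measures were chosen after values had been seen. Most of the 14 fell on 3 mice, which are AAV-HLP-mGHR female 024, AAV-HLP-Luc male 005 and GHR-/- male 114, and the measures of 1 mouse are not independent.

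AAV-HLP-mGHR female 024 was apart from its group in the acute-phase genes (gap over range 0.744), Scd1 (0.721), the xenobiotic enzyme genes (0.640), principal component 1 (0.737) and principal component 2 (0.642). Saa1 had 185705 normalized counts in this mouse, and Saa2, a close copy that can share reads with it, 164408. Lcn2 had 20064 and Orm2 19070. The library had 43568093 reads, within the range of the others, so depth does not account for it, and the acute-phase score scaled by library totals was still 16.0. A swapped label is argued against by Ghr at 4138 normalized counts and Ddx3y at 0, as in the other AAV-HLP-mGHR females. The mean of the 2 leukocyte genes in hand (Cd74 and Csf1r) was highest in this mouse within its group, at 13.0 against 11.5 to 12.4 in the other 5, but GHR-/- female 132 had 13.1 with an acute-phase score of only 11.9, and AAV-HLP-Luc male 005 and GHR+/+ male 101 had acute-phase scores of 16.6 and 16.2 with 12.1 and 11.2 for the leukocyte genes. These mice go against leukocytes as the reason for the acute-phase level, but 2 genes are too few to decide it.

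AAV-HLP-Luc male 005 was apart in Egfr (0.760), the xenobiotic enzyme genes (0.748) and principal component 2 (0.646). Egfr had 7950 normalized counts, against 983 to 1625 in the other AAV-HLP-Luc mice. If GHR+/+ liver had been mixed in, 18.8% of it would be needed and Ghr would stand at 6742 normalized counts, but it stood at 1416, under all others of the group. That value argues against a label swapped with a GHR+/+ mouse, and Ddx3y at 2476 against one swapped with a female. The library had 32941893 reads. Scd2 was also highest in this mouse, at 35570.2 normalized counts. Saa1 had 322725 normalized counts in it, Saa2 389753, Lcn2 33942 and Orm2 52451. The deviations of male 005 and female 024 from their own groups correlated with r = 0.411 across 1989 genes, and 7 of 252 pairs of mice from different sets of sex and group, this one included, did so as strongly. This is consistent with an acute-phase response in both mice, as a hypothesis. GHR+/+ male 101 had 174067 normalized counts of Saa1 too, and deviated with male 005 by r = 0.0801 (94 of 252 pairs as strongly) and with female 024 by r = 0.212 (35 of 252). Infection, injury or handling was not recorded in the material used, and no biological explanation was tested.

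GHR-/- male 114 was apart in the nuclear oxidative phosphorylation genes (0.654), the mitochondrially encoded genes (0.682) and Ppara (0.725). The library had 36004757 reads. With library totals the mitochondrially encoded score was still 16.9, against 16.0 in the next GHR-/- mouse, which argues against the size factors, and Ghr at 2526 normalized counts argues against a swapped label with a GHR+/+ mouse. Keg1 was lowest in GHR-/- male 113 (0.889), where the depth of 39260466 reads and Ghr at 2196 normalized counts argue against depth and a label swapped with a GHR+/+ mouse. Cd36 was highest in AAV-HLP-Luc male 001 (0.636). Its Ghr of 1838 normalized counts argues against a swapped label with a GHR+/+ mouse, and although its library was the shallowest, at 31199807 reads, its count before scaling was the highest of the group (10061 against 5647 to 9175), which argues against depth. A1bg was highest in GHR-/- female 134 (0.667), at 7.65 normalized counts. A share of 0.939% of GHR+/+ female liver would give that level and add 199 normalized counts of Ghr, less than the SD of 245 between GHR-/- mice, so mixing could not be excluded. Ghr did not differ between AAV-HLP-Luc and GHR-/- mice (exact permutation test of the FPKM, p = 0.673), so for a label swapped between these 2 groups each male was set beside the 6 mice of the other group (by Dixon's test for 7 mice). Male 005 stood apart there too in Egfr (gap over range 0.837) and the xenobiotic enzyme genes (0.695), and male 114 in the mitochondrially encoded genes (0.716), which argues against such a swap for these measures. The nuclear oxidative phosphorylation genes of male 114 were at 12.9, above the 12.3 to 12.6 of the AAV-HLP-Luc mice, but with a gap over range of 0.426. For this list, Keg1 in male 113 (0.426) and Cd36 in male 001 (0.0786), such a swap cannot be told apart from a difference of the mouse itself, because these gaps lie under the critical value. No biological explanation was tested for these mice.

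The effect of genotype differed between the sexes for 18 genes by the interaction term of limma. Of 100 relabellings of the sexes within both groups, 9 gave as many, with up to 160 genes. Such relabellings can keep the real sexes of the GHR+/+ mice, so their count cannot decide on chance. A relabelling of the GHR+/+ mice alone, added after the counts had been seen, gave 0 genes at most in the other 9 of 10 groupings. The real sexes thus gave the most of 10 groupings, which such a design cannot better, so chance is not excluded.

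Gm7086, which the paper does not discuss, was at least 39809-fold higher in AAV-HLP-mGHR than in AAV-HLP-Luc livers, where all 6 mice had 0 counts (39808.8 from the floor of 3 counts). The AAV-HLP-Luc mice had an AAV with the same promoter, the same dose and the same age, and their highest count of 0 argues against vector or age as the whole cause. Reads shared with A1bg, which lies nearby on chromosome 15, are argued against by the GHR+/+ females, which had at most 0.710 Gm7086 counts per 1000 A1bg counts, against 1299 to 2224 in AAV-HLP-mGHR mice (mice with at least 100 normalized A1bg counts). The words of 31 bases of the Ghr transcripts shared with Gm7086 numbered 0, which argues against reads of the transgene. Gm62766, an overlapping noncoding transcript, shares 437 of 1452 words (30.1%), so which of these transcripts rose cannot be told apart. GHR+/+ mice had at most 27.5 normalized counts of Gm7086, against 7400 to 24945 in AAV-HLP-mGHR mice, although their mean Ghr level was higher (65.8 against 11.7 FPKM), which argues against the level of Ghr as the whole cause. No other biological explanation was tested.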

How the results depend on the processing

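The settings that left out 1 mouse in the pooled comparisons, gene lists and sex scores, library totals for gene lists and sex scores, a count minimum for the xenobiotic enzyme genes and the sex differences without Ddx3y were chosen after the data were seen, and the other settings before. No paired analysis was possible because every mouse had its own animal number and the groups share none.

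Of 304 log2 fold changes of named genes (119 called), library totals left 293 with the same direction and side of the threshold, made 5 weaker and 3 stronger and moved 3. Limma-trend left 284 the same, with 1 weaker and 19 stronger. A sex covariate left 85 of 90 the same, with 5 stronger. None of these settings reversed a direction. The later version of the enrichment tables left 132 of 134 NES on the same side, with 1 weaker and 1 stronger. With 1 mouse left out, 16 of the 46 calls of named genes in pooled comparisons were lost in at least 1 fit, as were 42 of 73 in comparisons of 3 mice with 3, and 6 of those 73 passed in no fit. No sign changed.

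One fit over all 24 libraries gave 76 called genes between AAV-HLP-mGHR and AAV-HLP-Luc (51 higher and 25 lower), 44 in males and 14 in females, 72 between GHR+/+ and GHR-/- females, 37 between GHR+/+ and AAV-HLP-mGHR females, and 39 between the sexes in AAV-HLP-Luc and 4 in AAV-HLP-mGHR mice. A sex covariate gave 50 genes between AAV-HLP-mGHR and AAV-HLP-Luc and 357 between GHR+/+ and AAV-HLP-mGHR. Limma-trend gave 13 between AAV-HLP-mGHR and AAV-HLP-Luc males, 20 between GHR+/+ and AAV-HLP-mGHR females, 2 between the sexes in GHR-/- mice and 48 for the sex by genotype term. Library totals gave 145 between GHR+/+ and AAV-HLP-mGHR and 3 between the sexes in GHR-/- mice. With at least 10 counts in every library, which removes Ddx3y, 0 genes were called between the sexes in GHR-/- mice, 1 in AAV-HLP-Luc and 0 in AAV-HLP-mGHR mice. The cause of the other changes was not tested.

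With library totals, 63 genes were higher and 195 lower in GHR+/+ males than females (24.4% higher in place of 55.3%), with a median shift of all genes of -0.12 (log2). For GHR+/+ against AAV-HLP-mGHR males the split was 129 and 273 in place of 196 and 227, with a median shift of -0.10. It was 6 and 2 in place of 6 and 1 for AAV-HLP-mGHR against AAV-HLP-Luc males, 7 and 6 in place of 5 and 8 for GHR+/+ against AAV-HLP-mGHR females and 1 and 2 in place of 1 and 0 for the sexes in GHR-/- mice.

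Leaving out 1 mouse gave the following ranges of called genes. AAV-HLP-mGHR against AAV-HLP-Luc gave 19 (without AAV-HLP-mGHR female 019) to 46 (without AAV-HLP-Luc female 015), in males 0 (without AAV-HLP-mGHR male 007) to 3 (without 008), and in females 1 (without AAV-HLP-Luc 016) to 17 (without AAV-HLP-mGHR 024). GHR+/+ against AAV-HLP-mGHR gave 115 (without GHR+/+ male 102) to 320 (without AAV-HLP-mGHR female 024), in males 198 (without GHR+/+ 102) to 590 (without AAV-HLP-mGHR 012), and in females 1 (without GHR+/+ 120) to 18 (without AAV-HLP-mGHR 024). GHR+/+ against GHR-/- gave 378 (without GHR+/+ male 102) to 514 (without GHR-/- male 114), in males 198 (without GHR+/+ 102) to 370 (without GHR-/- 113), and in females 21 (without GHR-/- 132) to 78 (without GHR+/+ 119). AAV-HLP-mGHR against GHR-/- gave 19 (without GHR-/- female 134) to 50 (without AAV-HLP-mGHR female 024). Between the sexes, the fits gave 18 (without GHR+/+ male 102) to 210 (without 101) in GHR+/+, 1 to 5 (without GHR-/- male 113) in GHR-/-, 0 (without AAV-HLP-Luc female 017) to 3 (without male 005) in AAV-HLP-Luc and 1 in AAV-HLP-mGHR mice. The sex by genotype term gave 7 (without GHR-/- female 131) to 42 (without GHR+/+ female 121) genes.

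The share of variance on both principal components was 40.4% with unit variance. Sets of at least 50 genes lowered the 183 GO biological process sets of GHR+/+ against GHR-/- males to 119. The correlation of NES between treatment and genotype was 0.216 over all collections. The odds ratio of sex bias for GHR+/+ against AAV-HLP-mGHR females was 1.62 at a log2 fold change of at least 1 (Fisher's exact test, p = 0.298), on fewer genes. With library totals, the nuclear oxidative phosphorylation difference between AAV-HLP-mGHR and AAV-HLP-Luc was -0.17 (exact permutation test, p = 0.0693), the ribosomal difference 0.15 between GHR+/+ and AAV-HLP-mGHR (exact permutation test, p = 0.119) and -0.016 between AAV-HLP-Luc and GHR-/- (exact permutation test, p = 0.905), and the male-biased score of GHR-/- males over females 0.21.

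Among the gene lists, leaving out 1 mouse moved the mitochondrially encoded difference between GHR+/+ and GHR-/- from -0.47 (without GHR-/- female 132; exact permutation test, p = 0.0130) to -0.18 (without GHR-/- male 114), the ribosomal difference between GHR+/+ and AAV-HLP-mGHR from 0.15 (without AAV-HLP-mGHR male 012; exact permutation test, p = 0.0563) to 0.21 (without female 022) and the xenobiotic difference between AAV-HLP-Luc and GHR-/- from -0.29 (without AAV-HLP-Luc female 015; exact permutation test, p = 0.0476) to -0.096 (without male 005). The sex difference of the score with AAV-HLP-mGHR minus that with AAV-HLP-Luc ranged from -0.58 (without AAV-HLP-Luc male 001) to -0.28 (without male 005), and was -0.13 without both male 005 and AAV-HLP-mGHR female 024.

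Without Ddx3y, the correlation of the sex difference in AAV-HLP-mGHR mice with that in GHR+/+ mice went from r = 0.333 to r = 0.119, and the sex difference of the score from 0.52 to 0.45 in GHR-/- mice, from 0.61 to 0.53 in AAV-HLP-Luc mice and from 0.18 to 0.10 in AAV-HLP-mGHR mice.

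The genes in hand are abundant, so depth limits few of the values. A1bg, Gm7086, Cyp2b9 and the Y-linked Ddx3y rest on few or no counts in some groups.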

Differences from the paper's values

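Apart from the fits that left out 1 mouse of a comparison over both sexes, the settings named here were set before the data were examined. Of 101 values of the paper that were also computed, 12 differed. A log2 fold change counted as differing when its sign was the opposite or the gap was more than the larger error, and a count when it was off by more than 1.5 times. Of 65 log2 fold changes 6 differed, and 3 of these (Cd36 in 1 comparison and Scd1 in 2) did so by sign alone, near 0 and within the error.

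For A1bg between GHR+/+ and AAV-HLP-mGHR livers, the paper's log2 fold change is 0.24 and the value here was -5.87 (limma p-adj = 0.488), with GHR+/+ males near 0 counts and GHR+/+ females far above. The sex covariate (-0.26) and the fits without GHR+/+ male 101 (-4.58), 102 (-4.69) or 103 (-4.25) came within the larger error of 5.47 but kept the opposite sign. Library totals (-6.06) and limma-trend (-6.63) did not come within it. In females the paper's value is 1.17 and the value here -0.78, with -0.76 by library totals and -0.72 by limma-trend, neither of which closed the gap. Without GHR+/+ female 121 it was 0.93, within the error of the paper's value, and without GHR+/+ female 119 it was -2.42. GHR+/+ female 119 had 87307 normalized counts, and GHR+/+ females 120 and 121 had 7651 and 815. The ratio of the mean normalized counts was 2.31. For Egfr between AAV-HLP-mGHR and AAV-HLP-Luc, the paper's value is 0.0058 and the value here 0.53. Limma-trend, at 0.39, the fit over all libraries, at 0.43, and the fits without AAV-HLP-mGHR female 024 (0.29), AAV-HLP-Luc female 017 (0.30) or AAV-HLP-Luc male 001 (0.40) came within the error, while library totals (0.52) and a sex covariate (0.48) did not. The other fits with 1 mouse left out did not either. Without AAV-HLP-Luc male 005 the value was 0.89, farther from the paper's. Values near 0 differed in sign for Cd36 between AAV-HLP-mGHR and GHR-/- (the paper's 0.023 against -0.030), Scd1 between AAV-HLP-mGHR and AAV-HLP-Luc (the paper's 0.097 against -0.048) and Scd1 in females (the paper's 0.197 against -0.18). Fits with 1 mouse left out reached the paper's sign and came within the error for each of them. They were, for Cd36, those without AAV-HLP-mGHR female 022 (0.023) or 024 (0.092), GHR-/- male 136 (0.020) or GHR-/- female 131 (0.0045), for Scd1 over both sexes those without AAV-HLP-mGHR female 024 (0.38), AAV-HLP-Luc male 005 (0.17) or AAV-HLP-Luc male 001 (0.013), and for Scd1 in females the one without AAV-HLP-mGHR female 024 (0.63). No other setting closed these.

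Within the genes in hand, the paper calls 74 genes between AAV-HLP-mGHR and AAV-HLP-Luc, against 31 here. The fit over all 24 libraries (76) and the sex covariate (50) came within 1.5 times, and library totals (25), limma-trend (37) and the count minimum (26) did not. In males the paper calls 99 of these genes, against 7 here, and in females 90 against 9. Between GHR+/+ and GHR-/- females the paper calls 283 against 116, and between GHR+/+ and AAV-HLP-mGHR females 182 against 13. No alternative closed these 4. The closest counts were 44 in the fit over all libraries, 17 without AAV-HLP-mGHR female 024, 129 by limma-trend and 37 in the fit over all libraries. Between AAV-HLP-Luc and GHR-/- the paper calls 1 gene, Aqp8, against 0 here (68 with an unadjusted p under 0.05), and 0 under every alternative. At an unadjusted p under 0.05, the test here held 73 of the 74 genes, 96 of the 99, 87 of the 90, 275 of the 283 and 170 of the 182.

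The paper calls several named genes that were not called here. Ghr between AAV-HLP-mGHR and AAV-HLP-Luc had limma p-adj = 0.176, and 0.00753 in the fit over all libraries. Igfbp1 had limma p-adj = 0.0512, and limma-trend (0.0346), the fit over all libraries (0.00753) and 3 of 12 fits with 1 mouse left out called it. Scd2 had limma p-adj = 0.119, and the sex covariate (0.0387) and the fit over all libraries (0.00753) called it. In males, where the paper calls them, the limma p-adj here was Keg1 0.0978 (0.00465 by limma-trend), A1bg 0.229 (0.000219 by limma-trend), Lifr 0.121 (0.00762 in the fit over all libraries), Ces3a 0.253, Igfbp2 0.335 and Ghr 0.366 (0.0377 in the fit over all libraries). In females the limma p-adj was Keg1 0.0550 (0.00463 by limma-trend), Igfbp2 0.0773, Lpl 0.0928 (0.0414 by library totals, 0.00247 in the fit over all libraries), Ghr 0.126 and Egfr 0.382. Settings that called a gene are given in parentheses. Of the 6 fits with 1 mouse left out, 1 called A1bg in males, 1 Keg1 in females and 1 Igfbp2 in females. Outside this comparison, the paper also calls Scd2 between GHR+/+ and AAV-HLP-mGHR livers, where it was not called here. The paper describes Sox9 and Gm36041 as changed in 1 sex, and its complete tables call both genes in both sexes, in opposite directions (the paper's log2 fold changes are -1.78 and 1.02 for Sox9, and 1.32 and -0.91 for Gm36041).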

Other observations

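The tests of explanations and of other groupings in this part were chosen after the result had been seen.

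Other groupings of the same mice were counted for each comparison, the real one included. For AAV-HLP-mGHR against AAV-HLP-Luc, GHR+/+ against GHR-/-, GHR+/+ against AAV-HLP-mGHR and AAV-HLP-mGHR against GHR-/-, 1 of 100 groupings gave as many called genes. For AAV-HLP-Luc against GHR-/-, where 0 genes were called, 100 of 100 did, and the highest other had 30. For the 10 comparisons of 3 mice with 3, 1 of 10 groupings gave as many, which such a design cannot better. Between the sexes in GHR-/- and in AAV-HLP-mGHR mice the only called gene was Ddx3y, so these 2 counts show nothing beyond the sex of the mice. For the sex by treatment term, with 0 genes called (128 at an unadjusted p under 0.05), 100 of 100 did.

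The size of the correlation of the treatment with the genotype differences was reached by 19 of 100 groupings over all genes. Over the genes called between the genotypes, 12 of 100 reached it. With 3 males and 3 females on each side, 13 and 14 of 100 groupings did. Other groupings of the treated mice thus followed or opposed the genotype difference about as closely. The 20 shared calls are a separate matter, since no other grouping gave as many called genes. The correlation between the sexes was the highest of 10 groupings for the treatment and for the genotype. For the sex difference against that of GHR+/+ mice, 1 of 10 groupings reached it in GHR-/- and in AAV-HLP-Luc mice, and 3 of 10 in AAV-HLP-mGHR mice. The Y-linked Ddx3y follows the real sexes by itself, and without it 1 of 10 reached r and 1 of 10 rho in GHR-/- mice, 1 of 10 and 2 of 10 in AAV-HLP-Luc mice and 6 of 10 and 8 of 10 in AAV-HLP-mGHR mice.

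Between AAV-HLP-Luc and GHR-/- livers, 139 gene sets passed the threshold in the authors' deposited table although 0 genes were called here (68 at an unadjusted p under 0.05). A candidate explanation is that genes of a set vary together between mice, which a test over genes counts as evidence. With mice as the unit, the xenobiotic enzyme genes gave p = 0.0714 (exact permutation test, 2-sided). Their difference of -0.24 rested largely on AAV-HLP-Luc male 005, without which it was -0.096 (exact permutation test, p = 0.154). The groups also differed by 9 weeks in age at killing, and age and vector cannot be told apart, because all AAV-HLP-Luc mice were older.

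The difference between the sexes in the score of sex-biased genes was smaller with AAV-HLP-mGHR than with AAV-HLP-Luc (a difference of -0.43), and an exact permutation test of 400 arrangements gave p = 0.14 (2-sided, smallest possible 0.005). Against GHR-/- mice it was -0.34 (exact permutation test, p = 0.09). The first of these was -0.13 without AAV-HLP-Luc male 005 and AAV-HLP-mGHR female 024, and the second -0.20 without female 024. A smaller sex difference under AAV-HLP-mGHR therefore stays open.

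The mean over the 10 acute-phase genes did not differ between groups by a permutation of mice. Between GHR+/+ and GHR-/- livers, 9 of the 10 genes were higher in GHR+/+ and 4 of them were called. The difference of the means was -0.24 between AAV-HLP-mGHR and AAV-HLP-Luc (exact permutation test, 2-sided, p = 0.792), 1.02 between GHR+/+ and GHR-/- (exact permutation test, p = 0.286) and 1.07 between AAV-HLP-Luc and GHR-/- (exact permutation test, p = 0.264). In males these differences were -2.06, 2.27 and 2.63, and in females 1.59, -0.23 and -0.49. The highest scores were in AAV-HLP-Luc male 005 (16.6), GHR+/+ male 101 (16.2) and AAV-HLP-mGHR female 024 (16.1).

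The mean over the 60 xenobiotic enzyme genes was lower in GHR+/+ than in GHR-/- livers, with a difference of -1.29 (exact permutation test, p = 0.00216, the smallest possible), -1.90 in males and -0.67 in females. Its members went both ways, with 43 genes lower (20 called) and 17 higher (10 called). Against AAV-HLP-mGHR livers the difference was -1.25 (exact permutation test, p = 0.00433), -2.04 in males and -0.46 in females, with 41 genes lower (6 called) and 19 higher (7 called). Cyp2b9, Cyp2b13, Sult2a1, Sult2a2, Sult2a3 and Sult2a5 had means under 10 normalized counts in GHR+/+ males. The mean differences over the other 54 genes were -0.43 and -0.40. The 6 genes were set apart by their level in GHR+/+ males, so this describes their part in the mean and tests nothing.

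Between the paper's complete tables of female genes, 264 genes were called both under AAV-HLP-mGHR against AAV-HLP-Luc and between GHR+/+ and GHR-/-, and 263 had the same direction. Serpina6 was the exception. In the paper's complete table of GHR+/+ against AAV-HLP-mGHR females, 62.1% of 140 female-biased and 40.4% of 208 male-biased genes were higher in GHR+/+ females (Fisher's exact test, 2-sided, odds ratio 2.42, p = 8.03e-05; 0.000161 after Benjamini-Hochberg adjustment over 4 tests). That comparison shares the GHR+/+ females with the one that defined the sex bias. On the genes in hand, the correlation of both differences was 0.242, against a median of -0.0975 and at most 0.0207 in 20 simulations with unchanged groups. The simulations drew each gene on its own and leave out covariation between genes, so they cannot show whether 0.242 stands out.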
